# Effect of Different Dietary Iron Contents on Liver Transcriptome Characteristics in Wujin Pigs

**DOI:** 10.3390/ani14162399

**Published:** 2024-08-19

**Authors:** Lin Gao, Xiaokun Xing, Rongfu Guo, Qihua Li, Yan Xu, Hongbin Pan, Peng Ji, Ping Wang, Chuntang Yu, Jintao Li, Qingcong An

**Keywords:** iron, Wujin piglet, serum iron, transcriptome analysis, iron regulation signaling pathways

## Abstract

**Simple Summary:**

Studies on Wujin pigs mainly focus on epigenetic phenotypes, fat metabolism, antioxidant capacity, and immune capacity and rarely report on iron homeostasis regulation. In this study, the effects of different dietary iron levels on the serum iron metabolism parameters of Wujin pigs were assessed. The effects of the different diets on gene expression levels in the liver were assessed to identify the key regulatory pathways of iron metabolism, provide a theoretical basis for nutritional research and resource utilization, and lay a theoretical foundation for exploring the regulatory pathways and characteristics of iron metabolism in Wujin pigs, which have important application value.

**Abstract:**

Iron is an important trace element that affects the growth and development of animals and regulates oxygen transport, hematopoiesis, and hypoxia adaptations. Wujin pig has unique hypoxic adaptability and iron homeostasis; however, the specific regulatory mechanisms have rarely been reported. This study randomly divided 18 healthy Wujin piglets into three groups: the control group, supplemented with 100 mg/kg iron (as iron glycinate); the low-iron group, no iron supplementation; and the high-iron group, supplemented with 200 mg/kg iron (as iron glycinate). The pre-feeding period was 5 days, and the formal period was 30 days. Serum was collected from empty stomachs before slaughter and at slaughter to detect changes in the serum iron metabolism parameters. Gene expression in the liver was analyzed via transcriptome analysis to determine the effects of low- and high-iron diets on transcriptome levels. Correlation analysis was performed for apparent serum parameters, and transcriptome sequencing was performed using weighted gene co-expression network analysis to reveal the key pathways underlying hypoxia regulation and iron metabolism. The main results are as follows. (1) Except for the hypoxia-inducible factor 1 (HIF-1) content (between the low- and high-iron groups), significant differences were not observed among the serum iron metabolic parameters. The serum HIF-1 content of the low-iron group was significantly higher than that of the high-iron group (*p* < 0.05). (2) Sequencing analysis of the liver transcriptome revealed 155 differentially expressed genes (DEGs) between the low-iron and control groups, 229 DEGs between the high-iron and control groups, and 279 DEGs between the low- and high-iron groups. Bioinformatics analysis showed that the HIF-1 and transforming growth factor-beta (TGF-β) signaling pathways were the key pathways for hypoxia regulation and iron metabolism. Four genes were selected for qPCR validation, and the results were consistent with the transcriptome sequencing data. In summary, the serum iron metabolism parameter results showed that under the influence of low- and high-iron diets, Wujin piglets maintain a steady state of physiological and biochemical indices via complex metabolic regulation of the body, which reflects their stress resistance and adaptability. The transcriptome results revealed the effects of low-iron and high-iron diets on the gene expression level in the liver and showed that the HIF-1 and TGF-β signaling pathways were key for regulating hypoxia adaptability and iron metabolism homeostasis under low-iron and high-iron diets. Moreover, HIF-1α and HEPC were the key genes. The findings provide a theoretical foundation for exploring the regulatory pathways and characteristics of iron metabolism in Wujin pigs.

## 1. Introduction

Iron is an essential trace element for maintaining life and growth, which is widely distributed in the body and participates in several biochemical reactions [1,2]. Iron deficiency or excess affects health, with iron deficiency leading to anemia, fatigue, decreased immunity, and other symptoms, and excessive iron leading to oxidative damage, overactivation of the immune system, organ function damage, and other symptoms. Therefore, the iron content in the body of pigs directly affects their growth, development, and metabolic processes [3,4]. Iron deficiency in piglets reduces immune and antioxidant functions [5], causes iron-deficiency anemia, affects hematopoietic function, and even leads to the death of piglets in severe cases [6]. When supplemented with excessive iron, piglets seem to be unable to effectively metabolize [7] and may experience diarrhea and other symptoms [8]. Supplementing 150 mg Fe/kg to the basic diet of piglets can increase the iron status of tissues and the activity of iron-containing enzymes [9], when the amount of iron added is up to 250 mg/kg, it will increase the incidence rate of diarrhea and the number of intestinal fecal coliforms in piglets [10,11]. Similarly, a high Fe (750 mg/kg) diet resulted in altered iron signaling cascades of ferromodulin and iron transport proteins in calves [12]. Therefore, iron supplementation in weaned piglets has a very important role and significance in pig production. It can promote growth and development, prevent anemia, improve immunity, ensure digestive function, improve pig production efficiency, ensure pork quality, and improve economic benefits.

Serum is the product obtained after removing erythrocytes and platelets from human or animal whole blood after coagulation, and it can reflect the metabolic status of the body to a certain extent. Moreover, it can be used to evaluate the physiological status and diseases of the body. The parameters related to iron metabolism in serum mainly include the serum iron, transferrin (Tf), transferrin receptor (Tfr), total iron binding capacity (TIBC), hemoglobin (Hb), erythropoietin (EPO), ferritin, and hepcidin (HEPC) contents. These indices can comprehensively reflect the body’s iron metabolism and have important clinical value for diagnosing iron metabolism diseases and anemia and evaluating iron nutritional status.

Transcript expression levels are also an important index for judging the metabolic status of the body. The transcriptome refers to the collection of all transcription products in a cell in a broad sense and the collection of all mRNA in a narrow sense [13]. It can reflect the gene expression of an organism in a specific environment and help reveal the transcription regulation mechanisms of organisms in different physiological and pathological states. Thus, this method can provide a deep understanding of the essence of life and the mechanism of disease. For example, Li et al. [14] used dietary interventions in rats with different iron and copper concentrations, and through liver transcriptome analysis, they found that copper supplementation had the potential to alleviate iron-induced hypercholesterolemia. Meena [15] performed a transcriptome analysis of the mechanism of iron deficiency tolerance in hexaploid wheat to select an appropriate genotype to maximize yield. Yang et al. [16] explored the causal relationship between hepatic iron accumulation and lipid metabolism through comprehensive in vitro and in vivo experiments combined with in situ analysis and RNA sequencing to provide new perspectives for understanding the pathogenesis of fatty liver disease and its progression. In recent years, with the development of high-throughput sequencing technology, the use of RNA-Seq, which is the main transcriptome quantitative analysis system, has increased rapidly [17,18]. Many researchers in the biology, biotechnology, and medicine fields have performed transcriptome analyses to study the state, physiology, and activity of cells [9,10]. The sequence of each transcript fragment can be directly determined using RNA-Seq, which is important for the analysis of unknown genes and new transcription isomers [19,20,21,22,23].

Wujin pig is mainly distributed in the Yunnan-Guizhou Plateau at higher altitudes and represents a unique pig breed in the plateau pastoral area of Southwest China [24]. Based on its long-term genetic evolution under a plateau environment, the Wujin pig shows excellent anti-stress ability [25]. Iron regulation is closely related to the development of mechanisms to adapt to hypoxic environments in plateau animals. In our previous research, we used the Yuedawu pigs, which is of the same bloodline as the Wujin pig [26], to conduct nutritional studies, and found that lactoferrin could improve iron nutrition of sows and piglets by increasing the RBC and HGB levels in the blood of sows and piglets, as well as the iron content of sows’ serum and milk [27]. In addition, a study of hypoxia adaptation in Wujin pigs and Yuedawu pigs revealed that the physiological parameters of hypoxia adaptation in Wujin pigs were significantly higher than those in Yuedawu pigs, and the expression of hypoxia adaptation genes in sows was significantly higher than that in boars [24]. However, the intrinsic link between the differences in hypoxia-adapted gene expression and hypoxia-adaptation ability of pigs needs further study, and there are few studies on iron nutrition and its regulatory mechanisms in highland pigs. Therefore, we investigated the mechanism of iron regulation in Wujin pigs by setting different dietary iron levels. Our study provides a theoretical basis for improving nutritional research and resource utilization and exploring the regulatory pathways and characteristics of iron metabolism in Wujin pigs.

## 2. Materials and Methods

### 2.1. Animals and Feeding Conditions

Eighteen healthy 35-day-old Wujin pigs (half male and half female, with similar weights) were randomly divided into three groups: control, low iron, and high iron, six replicates were performed for each group, with one pig in each replicate. The experimental animals were raised at the Yunnan Diandong Hunter Agriculture and Forestry Development Co., Ltd. in Kunming, China, and each piglet was raised separately. The experimental feed was provided twice daily (8:00 a.m. and 5:00 p.m.). Piglets could drink freely, and the farm adopted routine immunization and disinfection procedures. The pre-feeding period was 5 days, and the formal experimental period was 30 days.

### 2.2. Diet Preparation

A basic diet was prepared according to the National Research Council (NRC) Nutrient Requirements of Swine (2012) [28] and the nutritional requirements of pigs (GB/T 39235-2020) [29] (Table 1). The control group received 100 mg/kg iron (provided as iron glycinate) in the basic diet, the low-iron group did not receive additional iron supplementation, and the high-iron group received 200 mg/kg iron (provided as iron glycinate) in the basic diet. Iron glycinate (glycine ≥ 21%, Fe^2+^ ≥ 17%) was purchased from Hangzhou Huineng Animal Medicine Co., Ltd., Hangzhou, China.

### 2.3. Sample Collection

Five-milliliter blood samples (a total of 18) were collected from the anterior vena cava using a blood collection needle (vacuum blood collection tube without anticoagulants). After standing at 20 °C for 1 h, the samples were centrifuged at 3000 rpm for 15 min, and the serum was collected for determining biochemical indexes and stored at −20 °C. Subsequently, 18 piglets were slaughtered and liver samples were collected and put into a freezing tube and then stored at −80 °C. Three RNA samples were randomly selected from each group for subsequent RNA-Seq and qPCR experiments.

### 2.4. Growth Performance

The body weight of each group was recorded on the 0th and 30th day of the test. The daily feed intake and residual feed were also recorded. The formula is as follows:

Average daily feed intake (ADFI) = feed consumption in g/day d;

Average daily weight gain (ADG) = (final weight − initial weight) g/day d;

Feed to weight ratio (F/G) = ADFI/ADG;

### 2.5. Analysis of Serum Iron Metabolism Parameters

The total iron binding capacity (TIBC) and iron content were determined using relevant commercial kits (Nanjing Jiancheng Bioengineering Institute, Nanjing, China). Serum levels of hypoxia-inducible factor 1 (HIF-1), HEPC, TfR, HB, and EPO were determined using relevant commercial kits (Shanghai Enzyme-Linked Biotechnology Co., Ltd., Shanghai, China).

### 2.6. RNA Isolation and Sequencing and Sequence Data Processing

#### 2.6.1. RNA Extraction

Three liver samples were randomly selected from each group for RNA extraction using the RNAsimple Total RNA Kit (Tiangen Biotech Co., Ltd., Beijing, China).

#### 2.6.2. Quantitative and Qualitative RNA Analysis

RNA concentration and purity were measured using a NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE, USA). RNA integrity was evaluated using an RNA Nano 6000 detection kit for an Agilent Bioanalyzer 2100 System (Agilent Technologies, Santa Clara, CA, USA).

#### 2.6.3. Library Preparation of Transcriptome Sequencing

The total of 1 μg RNA in each sample was used as the input material for RNA sample preparation. According to the manufacturer’s suggestion, a NEBNext Ultra RNA Library Prep Kit (Illumina, Omaha, NE, USA) was used to generate a sequencing library, and the index code was added to determine the sequence of each sample. Briefly, mRNA was purified from the total RNA using magnetic beads attached to poly-T oligonucleotides. Disruption was carried out using divalent cations in the first-chain synthesis reaction buffer (5×) of NEBNext at high temperatures. The first cDNA strand was synthesized using random hexamer primers and M-MuLV reverse transcriptase. Subsequently, DNA polymerase I and RNase H were used to synthesize second-strand cDNA. The remaining overhangs were converted into blunt ends using exonuclease/polymerase. After the 3′ end of the DNA fragment was adenylated, the NEBNext linker with a hairpin loop structure was connected to prepare for hybridization. To select a cDNA fragment with a length of 240 bp, library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, CA, USA). Prior to PCR, 3 μL of User Enzyme (Neb, Ipswich, MA, USA) was applied at 37 °C for 15 min and then 95 °C for 5 min together with the cDNA connected with the size-selective adaptor. Phusion high-fidelity DNA polymerase, universal PCR primers, and index (X) primers were used for PCR. Finally, the PCR products were purified (AMPure XP system) and the library quality was evaluated using the Agilent Bioanalyzer 2100 system(Agilent Technologies, Santa Clara, CA, USA).

#### 2.6.4. Clustering and Sorting

The TruSeq PE Cluster Kit v4-cBot-HS (Illumina, Omaha, NE, USA) was used to cluster index-coded samples on the cBoT cluster generation system according to the manufacturer’s instructions. After cluster generation, the library was sequenced on an Illumina platform, and paired terminal readings were generated.

#### 2.6.5. Quality Control

Raw data in FASTQ format (raw reading) were first processed using a Perl script. Clean data were obtained by removing readings containing adapters, poly-N, and low-quality readings from the original data. Simultaneously, the Q20, Q30, and GC content and sequence repetition levels of the clean data were calculated. All downstream analyses were based on clean high-quality data.

#### 2.6.6. Contrast Ratio Analysis

Connectors and low-quality sequence reads were removed from the dataset. After data processing, the original sequences were converted to a clean read. These reads were plotted against the reference genome sequence (Sscrofa11.1_ncbi). Hisat2 2.0.1 software was used to compare the reference genomes [30] and StringTie comparisons were performed to assemble the reads [31].

#### 2.6.7. Gene Function Annotation

Gene functions were annotated based on the following databases: Nr (NCBI non-redundant protein sequences), Nt (NCBI non-redundant nucleotide sequences), Pfam (protein family), KOG/COG (Clusters of Orthologous Groups of proteins), Swiss-Prot (a manually annotated and reviewed protein sequence database), KO (KEGG Ortholog database), and GO (Gene Ontology).

### 2.7. Bioinformatics Analysis

#### 2.7.1. Gene Expression Level Quantification, Differential Gene Screening, and Functional Enrichment and Cluster Analyses

Fragments per kilobase of transcript per million fragments mapped (FPKM) were used as an index to measure the expression levels of transcripts or genes [32]. Based on the number of genes in each sample, differentially expressed genes (DEGs) were screened using DESeq2 1.44.0 software [33]. Fold change ≥ 2 and *p* < 0.05 values were used as the screening criteria for DEGs. Kyoto Encyclopedia of Genes and Genomes (KEGG) and GO function enrichment analyses of the screened differentially expressed genes were carried out to determine the biological function or metabolic pathways mainly affected by the DEGs. In this study, three comparison groups were set up: A (low-iron group vs. control group), B (high-iron group vs. control group), and C (high-iron group vs. low-iron group).

#### 2.7.2. Hypoxia Regulation and Screening of Key Signal Pathways of Iron Metabolism

Weighted gene co-expression network analysis (WGCNA) indicated that the gene network obeys a scale-free distribution. In addition, the correlation matrix of gene co-expression and adjacency function formed by the gene network were defined and the correlation coefficients of different nodes were calculated. Based on these results, a hierarchical clustering tree was constructed. Different branches of the clustering tree represent different gene modules. The degree of co-expression of genes in a module is high, whereas the degree of co-expression of genes belonging to different modules is low. Subsequently, the relationship between modular genes and apparent serum traits was explored, and genes related to hypoxia regulation and iron metabolism were screened. GO and KEGG enrichment analyses were carried out on the screened genes, and the obtained pathways were compared with the pathways enriched by differential genes. The main signal pathways related to hypoxia regulation and iron metabolism affected by dietary iron level in this study were screened out.

### 2.8. Gene Expression

Total RNA (18 samples) was extracted using the RNAsimple Total RNA Kit (Tiangen Biotech Co., Ltd., Beijing, China) and the first strand cDNA was synthesized using the FastKing cDNA synthesis kit (Tiangen Biotech Co., Ltd., Beijing, China). Fluorescent quantitative PCR was performed using a SuperReal fluorescent quantitative premix kit (SYBR Green, Tiangen Biotech Co., Ltd., Beijing, China). The primers (hepcidin (*HEPC*), erythropoietin (*EPO*), hypoxia-inducible factor 1 subunit alpha (*HIF-1α*), transferrin receptor (*TFRC*)) are shown in Table 2. β-actin (*ACTB*) was selected as the housekeeping gene. According to the expression of the β-actin gene, the expression level of mRNA was standardized, and the relative expression levels were calculated by using the 2^−∆∆Ct^ method [34].

### 2.9. Statistical Analysis

All data are presented as the mean ± standard deviation (SD). The results were considered statistically significant at *p* < 0.05. All statistical analyses were performed using SPSS v21.0. Data were analyzed using one-way ANOVA, and multiple comparisons were performed using Duncan’s test.

## 3. Results

### 3.1. Effect of Different Dietary Iron Contents on the Growth Performance of Piglets

The results shown in Table 3 indicate that as the dietary iron content increases, the feed-to-weight ratio gradually decreases.

### 3.2. Effects of Different Dietary Iron Contents on Serum Iron Metabolism Parameters of Piglets

According to Table 4, the serum HIF-1 content in the low-iron group was significantly higher than that in the high-iron group (*p* < 0.05). There were no significant differences in the total iron-binding capacity or the iron, HEPC, TfR, HB, and EPO contents among the three groups (*p* > 0.05).

### 3.3. Sequencing Results and Quality Control

Three liver tissue samples from each group were sent to Beijing Baimaike Biotechnology Co. Ltd. for transcriptome sequencing. 

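Liver RNA from 9 Wujin pigs, 3 per group, was sequenced as poly(A)-selected libraries. The diets of the low-iron, control and high-iron groups held 0, 100 and 200 mg/kg of added iron for 30 days of formal feeding. The authors aligned the clean reads with Hisat2, assembled them with StringTie and deposited one table of FPKM (fragments per kilobase of transcript and of mapped fragments, in the usual scaling to library size), with a column for each library. The table holds no read counts, so the depth behind a single value is unknown. By the paper's Table 5, mapped reads ranged from 36841761 to 42654731 in the low-iron group (median 38023783), from 36698850 to 38823158 in the control group (median 38591996) and from 39963275 to 52099313 in the high-iron group (median 46181559). The sum of FPKM over all genes lay between 416922 and 456420 per library. The deposited values were used without further scaling, as log2(FPKM + 0.1). The 12584 genes with a mean FPKM of at least 0.5 over the 9 libraries were tested with limma, in a single fit of the 3 groups with 6 residual degrees of freedom. Genes were called differentially expressed at the paper's thresholds, a fold change of at least 2 and an unadjusted p-value under 0.05, and were also counted at a Benjamini-Hochberg adjusted p-value under 0.05. The authors screened their differentially expressed genes on counts with DESeq2, which a table of FPKM does not allow.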

Table 5 shows that a total of 57.35 Gb clean data were obtained in this sequencing. The clean data of each sample reached 5.71 Gb, and the base percentage of Q30 was 93.17% or higher. The clean reads of each sample were compared with the designated reference genome (Sscrofa11.1), and the mapping efficiency ranged from 96.22% to 97.03%. The proportion of clean reads with genes located in each sample was >93%. The proportion of clean reads relative to the intergenic region was less than 7%, and the part of the sequence that was not filtered after strict quality control may be a new non-coding RNA or a transcription self-correcting gene in Wujin pig. These results demonstrate that the transcriptome sequencing data are reliable and suitable for further analysis.

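Between 16235 and 17817 of the genes in the table had an FPKM above 0 in a library. The 10 genes with the highest FPKM took from 25.6% to 29.2% of the sum of FPKM in a library. The highest of them, ALB, ranged from 46231 to 74134 FPKM over the 9 libraries. Mapped reads and the number of genes above 0 showed no relation over the 9 libraries (Pearson's r = -0.20, exact permutation p = 0.620, Spearman's rho = 0.067, exact permutation p = 0.880, two-sided, adjusted p = 0.880 over 4 relations). Without the 2 libraries farthest from the median of mapped reads, r was 0.53.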

### 3.4. Screening of Differentially Expressed Genes

In this study, 25,918 genes were obtained by comparison with the database and annotation, and 5258 new genes were identified, of which 984 were annotated. 

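The deposited table lists 25918 genes, of which 5258 are new genes without a name or position. The other 20660 carry serial numbers, which were matched to the order of genes in NCBI annotation release 106 of Sscrofa11.1, the build the authors used. At this numbering all 20660 fell on protein-coding genes, against 15031 when the numbering was shifted by 1 in either direction. Of the named genes, 4137 have only a LOC number for a symbol. A total of 5215 genes, among them 1268 new genes, were at 0 in all 9 libraries. Long non-coding RNAs, pseudogenes and immunoglobulin segments of the annotation were not analysed here.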

Meanwhile, three control DEGs were screened based on the sequencing results. The numbers of differential genes obtained from the comparisons are shown in Table 6 and Figure 1. 

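In the 3 comparisons together, 389 different genes passed the thresholds. For comparison, 100 simulations of 9 libraries without any difference between the groups, drawn with the variances of the same genes, gave a median of 349 genes and at most 383. They draw each gene independently and vary less than the real libraries, so passing their maximum does not exclude chance.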

A total of 577 DEGs were detected among the three groups (|fold change| ≥ 2, *p* < 0.05). A total of 155 differentially expressed genes were identified between the low-iron and control groups, including 78 upregulated and 77 downregulated genes; 229 differentially expressed genes were identified between the high-iron group and control group, including 164 upregulated and 65 downregulated genes; and 279 differentially expressed genes were identified between the high- and low-iron groups, including 165 upregulated and 114 downregulated genes.

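Between the low-iron and control groups, 111 genes passed a fold change of at least 2 and an unadjusted p-value under 0.05, 75 of them higher and 36 lower in the low-iron group. For the high-iron against the control group the count was 197, with 160 higher and 37 lower. For the high-iron against the low-iron group it was 194, with 127 higher and 67 lower. The simulations without any difference gave medians of 150, 148 and 147 genes for the same comparisons, and at most 179, 175 and 179 in 100 simulations. Other splits of the same libraries into groups of 3 gave up to 290, 283 and 238 genes, so the simulations vary less than the real libraries do. In limma with Benjamini-Hochberg adjustment, the number of genes with an adjusted p-value under 0.05 was 0, 1 and 0, while 463, 704 and 900 genes had an unadjusted p-value under 0.05. The 3 values of each group did not overlap for 79, 142 and 147 of the called genes. Over all tested genes this held for 8.34%, 10.9% and 13.2%, where 3 against 3 libraries give 10% by chance. With a pseudocount of 1 in place of 0.1 these counts were 34, 74 and 67, and without the filter on low FPKM they were 331, 504 and 458. Median-of-ratios scaling between libraries changed the balance of directions, to 51 higher and 47 lower, 94 higher and 57 lower, and 105 higher and 80 lower. Quantile normalization gave 50 higher and 46 lower, 82 higher and 69 lower, and 85 higher and 101 lower. Among the genes called between the low-iron and control groups, SMAD4 rose by a log2 fold change of 1.18 (standard error 0.20), close to its 1.21 (standard error 0.20) with high iron, and CHL1 changed by -1.46 (standard error 0.32). In the high-iron group, against the control group, ABRACL changed by 2.17 (standard error 0.32), EMP3 by 1.49 (standard error 0.27) and PAPSS2 by -1.21 (standard error 0.23). In the high-iron group, against the low-iron group, BLOC1S5 changed by 1.26 (standard error 0.19), CAPG by 1.63 (standard error 0.28) and FARSB by -1.03 (standard error 0.23), the last falling short of the threshold when rescaled to TPM (-0.99), with array quality weights (-0.89) and without low-iron replicate 7 (-0.92) or high-iron replicate 2 (-0.81). With a pseudocount of 1, BLOC1S5 (0.97) and FARSB (-0.93) were not called. The limma adjusted p-values of these genes lay between 0.172 for ABRACL and 0.9998 for SMAD4 and CHL1.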

### 3.5. Functional Enrichment of DEGs

GO function annotation and KEGG pathway enrichment analyses were performed on the three groups of DEGs. The results of the GO classification map of the low-iron and control groups are shown in Figure 2. A total of 155 DEGs were classified into 42 categories, including 19 “biological processes”, 14 “cellular components” and 9 “molecular functions”. 

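In all, 15 lists of genes, written before the data were examined from general knowledge and not taken from KEGG, were tested in the 3 comparisons with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over all 45 tests. Between the low-iron and control groups, the list of HIF-1 pathway genes had a median log2 fold change of 0.12, with 49 of 69 genes higher in the low-iron group (adjusted p = 0.243). With median-of-ratios scaling 38 of 69 were higher (median 0.04), and with quantile normalization 40 of 69 (median 0.05). A shorter list of genes that hypoxia induces had a median of 0.22, with 23 of 25 higher (adjusted p = 0.000787). Without low-iron replicate 3, the adjusted p-value of the shorter list was 0.0661. In the high-iron group against the control group its median was 0.27, with 19 of 25 higher (adjusted p = 0.156). The list for the peroxisome proliferator-activated receptor pathway and fatty acid metabolism had a median of 0.22, with 34 of 46 genes higher (adjusted p = 0.120). This list passed 0.05 without low-iron replicate 3 (adjusted p = 0.00848), without control replicate 5 (0.0135) and with array quality weights (0.00548), and ranged up to 0.829, without control replicate 4, over the left-out libraries. The list for pyrimidine metabolism had a median of 0.09, with 19 of 30 higher (adjusted p = 0.316). None of the lists in any of the 3 comparisons passed an adjusted p-value of 0.05 under limma's fry (smallest 0.436) or when camera estimated the correlation within each list (smallest 0.592).

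**Figure D1:**
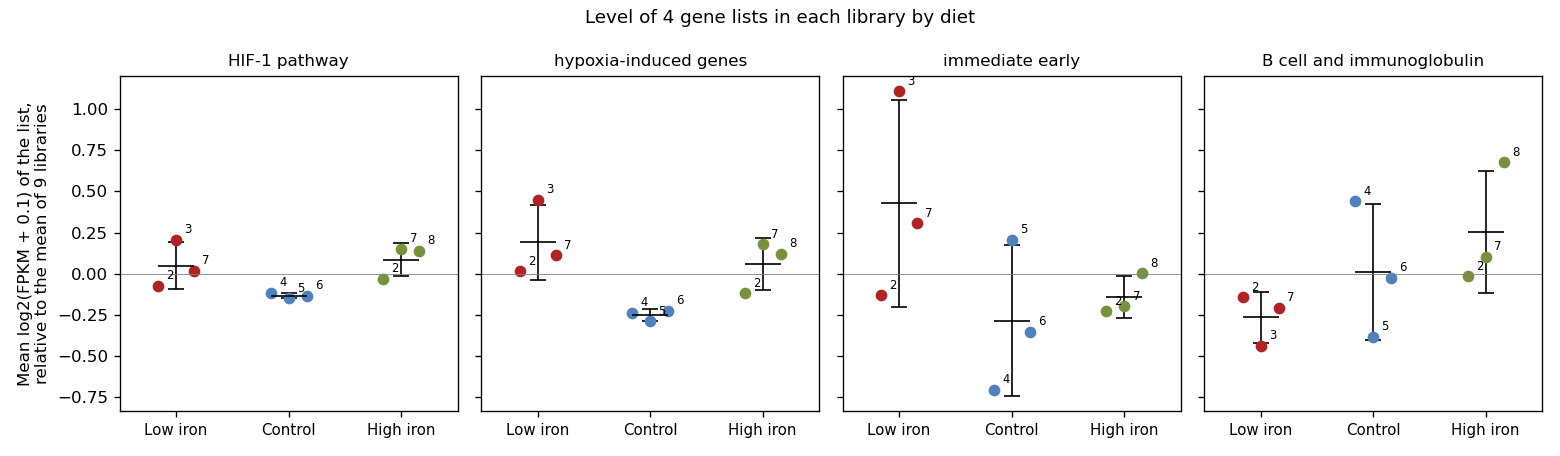
Mean log2(FPKM + 0.1) of the genes of 4 lists in each library, relative to the mean of the 9 libraries (vertical axis), by diet (horizontal axis). Points are single libraries with the replicate number beside them, and bars give the mean and SD of 3 libraries. For the immediate early list, low-iron replicate 3 stands at 1.11 and the other low-iron libraries at 0.31 and -0.13.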

As shown in Figure 3, 155 DEGs were significantly enriched in 18 KEGG pathways, and the differential genes were mainly enriched in pyrimidine metabolism, peroxisome proliferator-activated receptor (PPAR) signaling pathway, fructose and mannose metabolism, biosynthesis of unsaturated fatty acids, and the HIF-1 signaling pathway related to iron metabolism, which was upregulated.

The results of the GO classification map for the high-iron group and control groups are shown in Figure 4. A total of 229 DEGs were classified into 45 categories, including 19 “biological processes”, 14 “cellular components” and 12 “molecular functions”. Among them, the antioxidant activity related to iron nutrition was enriched in molecular functions. In total, 229 DEGs were significantly enriched in 53 KEGG pathways. Figure 5 shows the top 20 upregulated pathways and 15 downregulated pathways. Differential genes were mainly enriched in the NF-kappa B signaling pathway, B cell receptor signaling pathway, protein digestion and absorption, and iron metabolism. 

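In the comparison of the high-iron and control groups, the list of genes of the NF-kappa B pathway had a median log2 fold change of 0.24, with 29 of 39 genes higher in the high-iron group (camera in limma, adjusted p = 0.0640). It passed 0.05 without control replicate 5 (adjusted p = 0.0483), without high-iron replicate 2 (0.0477), without high-iron replicate 7 (0.0286) and with array quality weights (0.0236). It was at 0.286 without high-iron replicate 8 and at 0.124 with EIF1AY as a covariate. The list of B cell and immunoglobulin genes had a median of 0.20, with 11 of 14 higher (adjusted p = 0.626). The list of collagen and extracellular matrix genes, which form part of protein digestion and absorption in KEGG, had a median of 0.62, with 25 of 27 higher (adjusted p = 3.004e-06). COL1A1 measured 63.2 ± 39.8 FPKM (SD, n = 3) in the high-iron group and 19.4 ± 3.60 FPKM (SD, n = 3) in the control group. Its log2 fold change of 1.53 (standard error 0.49, limma adjusted p = 0.885) lay above the median of the list. COL3A1 measured 88.6 ± 27.0 FPKM (SD, n = 3) and 58.1 ± 6.59 FPKM (SD, n = 3) in the same groups. Its log2 fold change was 0.57 (standard error 0.31, limma adjusted p = 0.932). The list of HIF-1 pathway genes had a median of 0.13, with 52 of 69 higher (adjusted p = 0.156), where the median of all tested genes was 0.10. With median-of-ratios scaling 35 of 69 were higher (median 0.01, adjusted p = 0.313). With quantile normalization 45 of 69 were higher (median 0.06, adjusted p = 0.0649). The number of higher genes in this list thus depended on the scaling.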

Metabolism was related to hematopoietic cell lineage, HIF-1 signaling, PI3K-Akt signaling, and NF-κB signaling pathway.

The results of the GO classification map for the high- and low-iron groups are shown in Figure 6. A total of 279 DEGs were classified into 47 categories, including 20 “biological processes”, 17 “cellular components” and 10 “molecular functions”. In total, 279 DEGs were significantly enriched in 39 KEGG pathways. Figure 7 shows the top 20 upregulated and 7 downregulated channels. Differential genes were mainly enriched in the NF-kappa B signaling pathway, B cell receptor signaling pathway, protein digestion and absorption, hematopoietic cell lineage, PI3K-Akt signaling pathway, ovarian steroidogenesis, PI3K-Akt signaling pathway, and the HIF-1 signaling pathway.

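In the comparison of the high-iron and low-iron groups, the B cell and immunoglobulin list had a median log2 fold change of 0.56, with 11 of 14 genes higher in the high-iron group (camera in limma, adjusted p = 0.00412). Without high-iron replicate 8 its adjusted p-value was 0.0821. The collagen and extracellular matrix list had a median of 0.30, with 22 of 27 genes higher (adjusted p = 0.00106). Its adjusted p-value was 0.256 without low-iron replicate 7 and 0.159 without high-iron replicate 2. The NF-kappa B list had a median of 0.02, with 23 of 39 higher (adjusted p = 0.507). The HIF-1 pathway list had a median of 0.04, with 41 of 69 higher (adjusted p = 0.848), and its direction was reversed without low-iron replicate 7 (adjusted p = 0.638) and without the filter on low FPKM (0.899).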

### 3.6. Screening of Hypoxic Regulation- and Iron Metabolism-Related Pathways Based on WGCNA and Pathway Enrichment Analyses

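Euclidean distances between the 9 libraries were computed over all 25918 genes on the FPKM scale and joined by average linkage. The median distance of high-iron replicate 2 to the other libraries was 14877, and the median distance among the others was 15395.5, a ratio of 0.966 ± 0.205 (SD over its 8 distances). High-iron replicate 2 joined the others at a height of 14408 and high-iron replicate 8 at 8645. The gene ALB made up 32.7% of the squared distances of high-iron replicate 2. Without the 10 genes of the highest mean FPKM, the ratio was 2.12 and high-iron replicate 2 was the last library to join. On the log2 scale over the filtered genes, the ratio was 1.13 and it was again the last library to join. It was not the last with 1 minus Spearman's correlation (ratio 1.14) or with complete linkage.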

Sample cluster analysis was performed according to the expression patterns of all genes, and the results are shown in Figure 8a. The visualization results of the co-expression network are shown in Figure 8b. The genes corresponding to the same color on the cluster belong to the same module.

The correlation thermogram between the gene module and serum biochemical indexes (Figure 9) shows that there is a high correlation between the genes in the MEgreen and the content of TfR (*p* = 0.06, |R| = 0.65). Genes in the MEred were highly correlated with the EPO content (*p* = 0.09, |R| = 0.6) and significantly correlated with HIF-1 content (*p* = 0.001, |R| = 0.89).

KEGG enrichment analysis was carried out on the genes in the MEgreen and MEred (Figure 10). The green module showed enriched signal pathways related to hypoxia and iron regulation, including the TGF-beta signaling, hematopoietic cell lineage, NF-kappa B signaling, and PI3K-Akt signaling pathways. The signaling pathways related to hypoxia and iron regulation enriched by MEred included the HIF-1 signaling, hematopoietic cell lineage, and PI3K-Akt signaling pathways.

### 3.7. Relative Expression Analysis of Hypoxia Regulation and Iron Metabolism Gene mRNA in Piglets

In this study, four genes (*HEPC*, *HIF*-*1α*, *EPO*, and *TFRC*) involved in the HIF-1 and TGF-beta signaling pathways were further screened via real-time fluorescence quantitative PCR, and the results are shown in Figure 11. Among the above genes, in the low-iron group, the expression of *HEPC* and *HIF*-*1α* was significantly lower while *TFRC* and *EPO* expression was significantly higher than that of the control group, which was consistent with the fluorescence quantitative PCR results. 

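HEPC is listed as HAMP, on chromosome 6 of Sscrofa11.1 from 44785863 to 44787303. It measured 25.4 ± 39.0 FPKM (SD, n = 3) in the low-iron group and 36.1 ± 17.8 FPKM (SD, n = 3) in the control group. Low-iron replicates 2 and 3 had 3.84 and 2.02 FPKM, and replicate 7 had 70.5 FPKM. The log2 fold change was -1.96 (standard error 1.14, limma adjusted p = 0.9998; exact permutation test on 3 against 3 pigs, two-sided p = 0.4), and without low-iron replicate 7 it was -3.49. The gene for HIF-1α (HIF1A, chromosome 1 from 190625436 to 190673926) measured 10.3 ± 2.56 FPKM (SD, n = 3) in the low-iron group and 10.3 ± 1.66 FPKM (SD, n = 3) in the control group. Its log2 fold change was -0.02 (standard error 0.21, limma adjusted p = 0.9998; exact permutation p = 1). TFRC (chromosome 13 from 133976765 to 133997554) measured 82.1 ± 50.8 FPKM (SD, n = 3) against 10.4 ± 5.81 FPKM (SD, n = 3) in the control group. Each low-iron library was above each control library, with a log2 fold change of 2.86 (standard error 0.56). The limma p-value of TFRC, adjusted over all genes, was 0.9998. Adjusted over the list alone (9 tests of the 3 genes that passed the filter), it was 0.00371, which is not independent evidence because the study chose these genes on the same pigs. The exact permutation test of TFRC gave p = 0.1, the smallest that 3 against 3 pigs allow. EPO (chromosome 3 from 8620508 to 8622936) had 0.0929, 0.604 and 0 FPKM in low-iron replicates 2, 3 and 7 and is listed at 0 in all control and high-iron libraries. Its mean of 0.077 FPKM lay below the filter, so no fold change was fitted (exact permutation test against the control group, two-sided p = 0.4).

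**Figure D2:**
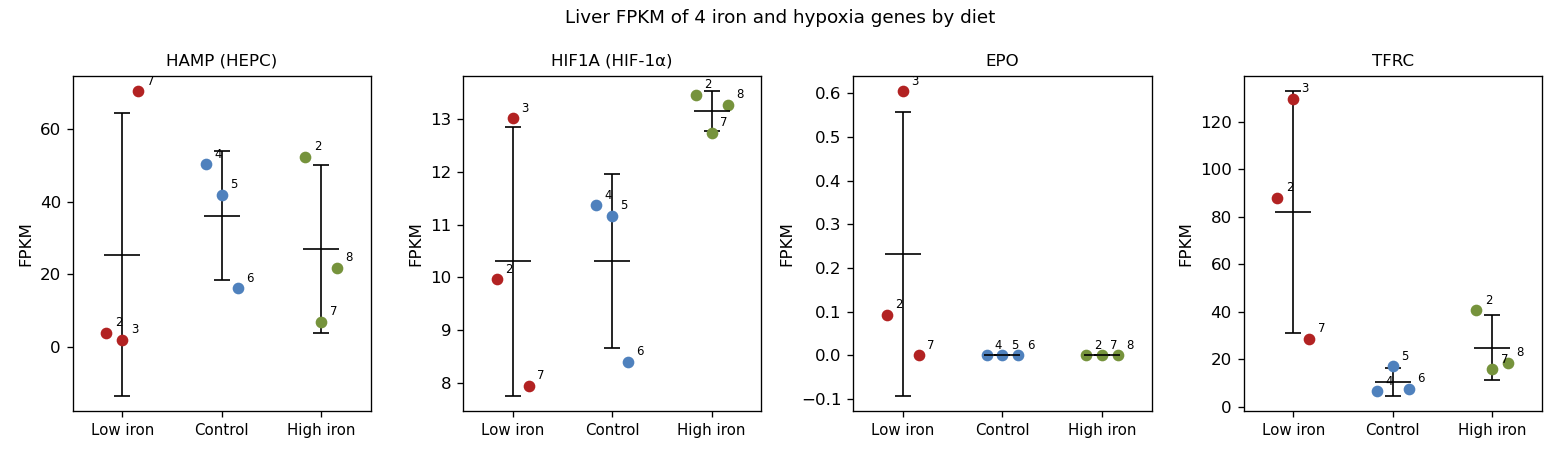
FPKM of HAMP (HEPC), HIF1A (HIF-1α), EPO and TFRC (vertical axes, each with its own scale, that of HIF1A not starting at 0) by diet (horizontal axes). Points are single libraries with the replicate number beside them, and bars give the mean and SD of 3 libraries. HAMP in low-iron replicate 7 stands at 70.5 FPKM.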

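In the high-iron group, HAMP measured 27.0 ± 23.2 FPKM (SD, n = 3), a log2 fold change of -0.70 against the control group (standard error 1.14, limma adjusted p = 0.994; exact permutation p = 0.7). Without high-iron replicate 7 its log2 fold change was 0.06. HIF1A measured 13.2 ± 0.374 FPKM (SD, n = 3), higher than in each of the 3 control libraries. Its log2 fold change was 0.36 (standard error 0.21, limma adjusted p = 0.932; exact permutation p = 0.1, the smallest possible). TFRC measured 25.0 ± 13.6 FPKM (SD, n = 3), a log2 fold change of 1.27 (standard error 0.56, limma adjusted p = 0.892 over all genes and 0.140 adjusted over the list alone; exact permutation p = 0.2). It passed the thresholds on the deposited values and lost its call in several alternatives, among them median-of-ratios scaling (1.14), quantile normalization (1.24) and the fit without high-iron replicate 2 (0.86).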

In the high-iron group, significant differences were not observed in *HEPC* and *EPO* expression, and significant decreases were observed in *HIF*-*1α*, while significant increases were observed in *TFRC* expression compared with the control group, which were consistent with the results of fluorescence quantitative PCR. After testing, the differential expression of these genes was consistent with the results of transcriptome sequencing, thus indicating the accuracy of the sequencing data and reliability of the channels and genes screened in this study.

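Over the 3 groups together, the exact permutation test of the F statistic, over all assignments of the 9 libraries, gave p = 0.0357 for TFRC, 0.182 for HIF1A, 0.25 for EPO and 0.5 for HAMP. Adjusted over these 4 genes, the p-value of TFRC was 0.143. ACTB, the reference gene of the qPCR, measured 235 ± 53.5 FPKM (SD, n = 3) in the low-iron group, 205.0 ± 22.6 FPKM (SD, n = 3) in the control group and 264 ± 54.8 FPKM (SD, n = 3) in the high-iron group. From the match it finds between sequencing and qPCR for these genes, the paper concludes that the sequencing data are accurate and that the screened pathways and genes are reliable.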

## 4. Discussion

### 4.1. Growth Performance

Newborn piglets are mainly dependent on breast milk for energy and nutrition, and in this context, sow’s milk is an important source of micronutrients for piglets. In general, newborn piglets may experience iron deficiency, which may lead to iron deficiency anemia. Compared with healthy piglets, iron-deficient piglets have a slower growth rate and require timely supplementation of iron [35]. As the piglets grow, the iron in the sow’s milk is not sufficient to meet their growth demands; consequently, exogenous sources of iron are needed after weaning. In pig farming, it is routine and mandatory to supplement piglets with different forms of iron at different doses and times of the year [36,37]. However, iron supplementation in weaned piglets is not fully effective for growth performance [38], consistent with our iron supplementation in Wujin piglets.

### 4.2. Changes in Serum Iron Metabolism Parameters

The serum contains various physiologically active substances, such as immunoglobulins, and serum parameters reflect the metabolic status of the body and can be used to diagnose diseases, monitor therapeutic effects, and evaluate health status. In this study, the serum iron, TIBC, TfR, HB, HEPC, HIF-1, and EPO contents of Wujin pigs were determined. HIF-1 is a key factor in hypoxia regulation, and its secretion is regulated by oxygen partial pressure and downstream effects regulate the expression of EPO and TFRC. The contents of HIF-1 and EPO in serum can reflect the degree of hypoxia stress [39]. Under hypoxic conditions, the secretion of HIF-1 and EPO increases [24,40]; an acute hypoxia treatment was first applied to rats, which found that the contents of HIF-1 and EPO in the serum increased significantly. Subsequently, they determine the level of hypoxia adaptability through intermittent hypoxia treatments. After applying the same hypoxia treatment, the serum HIF-1 and EPO levels in rats still increased but were significantly lower than those in the acute hypoxia group, which demonstrated that with the enhancement of hypoxia adaptability, the changes in metabolic level can also be alleviated. In this study, the serum HIF-1 content in the control and high-iron groups showed a downward trend compared with that in the low-iron group. The decline in the high-iron group was more pronounced, indicating that iron in the diet alleviated the regulatory mechanisms stimulated by hypoxia in Wujin pigs.

The above results show that the dietary iron level can affect the physiological state of iron metabolism in Wujin pigs; however, it was still within the adaptive range of Wujin pigs.

### 4.3. Transcriptional Analysis

A transcriptome is a complete set of transcripts in a cell or tissue at a specific developmental stage or under physiological conditions. Understanding the transcriptome is important for explaining the functional elements of the genome, revealing the molecular components of cells and tissues, and understanding development and diseases [41]. With the development of high-throughput sequencing technology, RNA-Seq has become the main method for transcriptome sequencing because of its low cost, high sensitivity, and large dynamic detection range [42]. In the present study, the sequencing quality of the liver transcriptome was good and can be further analyzed. The DEGs in the three control groups were subjected to GO function and KEGG pathway enrichment analyses. In the GO classification and enrichment analyses, antioxidant activity related to iron nutrition was enriched in molecular functions in control group B, indicating that high levels of iron in the feed would affect the antioxidant capacity of Wujin pigs, which may be due to the unique physical and chemical properties of iron [43].

In the KEGG pathway enrichment analysis, most of the enriched pathways were involved in essential life activities and growth and development functions of piglets. For example, the upregulated DEGs in control group A were also enriched in PPAR signaling, biosynthesis of unsaturated fatty acids, and fatty acid metabolism pathways, among which PPAR is a nuclear hormone receptor activated by fatty acids and their derivatives that can regulate lipid metabolism and fat formation and maintain the expression of genes involved in metabolic homeostasis and inflammation. 

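FADS1, a fatty acid desaturase gene, was among the genes with the smallest p-values between the low-iron and control groups. It measured 63.5 ± 21.2 FPKM (SD, n = 3) in the low-iron group and 21.6 ± 16.9 FPKM (SD, n = 3) in the control group. The log2 fold change was 1.78 (standard error 0.45, limma adjusted p = 0.9998). Each low-iron library was above each control library, which was a condition for naming the gene. With each library left out in turn, the log2 fold change stayed between 1.39 and 2.37. In the high-iron group FADS1 measured 39.7 ± 9.14 FPKM (SD, n = 3). Its log2 fold change against the control group was 1.12 (standard error 0.45, limma adjusted p = 0.892), and the exact permutation test gave p = 0.3. High-iron replicates 2 and 7 (39.1 and 30.9 FPKM) lay below control replicate 5 (41.0 FPKM). Whether FADS1 also rose with high iron is therefore open.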

Downregulated DEGs were enriched in the AGE-RAGE, thyroid hormone, and relaxin signaling pathways, which are responsible for regulating glucose metabolism and coping with oxidative stress-induced damage [44,45]. This shows that a low-iron diet affects lipid and glucose metabolism in Wujin pigs and affects the body’s resistance to oxidative stress. In contrast group B, the upregulated differential genes are enriched in hematopoietic cell lineage, NF-κB signaling pathway, and HIF-1 signaling pathway related to hematopoietic and hypoxia regulation, which are mainly responsible for regulating oxygen transport, angiogenesis, and inflammatory response. Downregulated genes were enriched in regulatory pathways, such as chemical carcinogenesis and cancer pathways. This indicates that a high-iron diet affects the transport and utilization of oxygen in the body and regulates diseases. Simultaneously, enriched signaling pathways were screened according to their functions. The signaling pathway related to hypoxia regulation and iron metabolism in control group A was HIF-1, while those related to hypoxia regulation and iron metabolism in control group B were NF-κB, hematopoietic cell lineage, PI3K-Akt, and HIF-1. The functions of these pathways and the enrichment sites of different genes were further analyzed in a follow-up study.

### 4.4. Screening Key Signaling Pathways for Hypoxia Regulation and Iron Metabolism Based on WGCNA and Transcriptome Analysis

WGCNA is the primary method used to construct gene coexpression networks. In recent years, many studies have explored the relationship between specific physiological conditions, diseases, cancers, and gene expression through WGCNA and evaluated the synergistic effect and regulatory mechanism between genes [46,47,48,49,50,51]. The results obtained using WGCNA were consistent with the DEG enrichment and screening results, indicating that the steady state of apparent serum parameters in Wujin pigs is closely related to the regulation of the iron metabolism signaling pathway under the influence of different dietary iron levels.

The function of different signaling pathways and the specific sites of gene enrichment were then analyzed. The TGF-β signaling pathway regulates many biological functions. 

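Across the 9 libraries, HAMP was set against the mean log2 level of 8 other genes that BMP/SMAD signaling induces, among them ID1 and SMAD7. Pearson's r was 0.41 (exact permutation p = 0.284) and Spearman's rho was 0.43 (exact permutation p = 0.250, two-sided, adjusted p = 0.880 over 4 relations). Without the 2 libraries farthest from the median of these genes, r was 0.02. ID1 measured 27.6 FPKM in low-iron replicate 7, the low-iron library with the highest HAMP, and 6.66 and 3.53 FPKM in low-iron replicates 2 and 3.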

*HEPC*, a DEG in this study, is enriched in the BMP/SMAD/HEPC regulatory pathway, which is a key factor for maintaining iron homeostasis in the body. Hematopoietic cell lineage is a signaling pathway that regulates the differentiation of hematopoietic stem cells into different mature cell lines. 

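The constant segments of IgM and IgD were not analysed here. The only gene with an adjusted p-value under 0.05 in any comparison was LOC396781, annotated as an IgG heavy chain on an unplaced scaffold from 3676148 to 3841291. It has no symbol other than a LOC number and was singled out after its values were seen. It measured 27.2 ± 8.98 FPKM (SD, n = 3) in the high-iron group, 4.52 ± 0.772 FPKM (SD, n = 3) in the control group and 7.09 ± 0.889 FPKM (SD, n = 3) in the low-iron group. The log2 fold change between the high-iron and control groups was 2.52 (standard error 0.25, limma adjusted p = 0.0129), and all 3 high-iron libraries were above all control libraries (exact permutation p = 0.1, the smallest possible). Its value is uncertain, because 4 annotated immunoglobulin constant segments overlap it and could share its reads.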

In this study, the DEGs *IgM* and *IgD* were enriched in the immunoglobulin regulation pathway. The NF-κB signaling pathway is a typical pro-inflammatory signaling pathway, and NF-κB is an upstream factor of *HIF*-*1α*, which can inhibit its transcription activity by binding to the N-terminal of *HIF*-*1α*. *Bcl*-*2* (DEG) was found to be enriched in the regulatory survival pathway. 

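BCL2, on chromosome 1 from 158337403 to 158518214, measured 1.796 ± 0.795 FPKM (SD, n = 3) in the high-iron group, 0.723 ± 0.218 FPKM (SD, n = 3) in the control group and 1.265 ± 0.556 FPKM (SD, n = 3) in the low-iron group. Its log2 fold change between the high-iron and control groups was 1.14 (standard error 0.43, limma adjusted p = 0.892; exact permutation p = 0.2). It was not called with a pseudocount of 1 (0.66), with quantile normalization (0.899), without control replicate 6 (0.93), high-iron replicate 7 (0.86) or high-iron replicate 8 (1.03).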

The PI3K-Akt pathway is a multifunctional signaling pathway that regulates cell growth and metabolism. At the same time, PI3K and Akt are upstream factors of *HIF-1α* and thus can regulate the transcription level of *HIF*-*1α*. 

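The paper's BCR may stand for the B cell receptor, whose signaling pathway it also names, rather than for the gene with the symbol BCR. Only the gene with that symbol was measured here. BCR, on chromosome 14 from 49208662 to 49322109, measured 5.44 ± 0.437 FPKM (SD, n = 3) in the low-iron group, 5.805 ± 1.13 FPKM (SD, n = 3) in the control group and 5.61 ± 0.357 FPKM (SD, n = 3) in the high-iron group, which differed by less than the spread between libraries. Its log2 fold change between the high-iron and control groups was -0.03 (standard error 0.19, limma adjusted p = 0.994) and turned positive without control replicate 4 (0.09) or high-iron replicate 2 (0.02). NUR77 (NR4A1) was not analysed here.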

*BCR* was enriched in the activation pathway of PI3K, whereas *Bcl-2* and *NUR77* were enriched in the regulation pathway of survival. The HIF-1 signaling pathway is the key pathway of hypoxia regulation. In the present study, *EPO* was found to be enriched during erythropoiesis. *TFRC* was enriched in iron metabolism. 

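TIMP1, on chromosome X from 42103251 to 42106289, measured 10.6 ± 5.65 FPKM (SD, n = 3) in the high-iron group, 2.91 ± 1.39 FPKM (SD, n = 3) in the control group and 3.36 ± 2.42 FPKM (SD, n = 3) in the low-iron group. Its log2 fold change was 1.75 between the high-iron and control groups (standard error 0.55, limma adjusted p = 0.885; exact permutation p = 0.2) and 1.67 between the high-iron and low-iron groups, both past the thresholds. Without high-iron replicate 7 the second fell below them (1.31). ANGPT1 and ANGPT4, with means of 0.434 and 0.313 FPKM, lay below the filter. ANGPT2 had a log2 fold change of -0.12 between the high-iron and control groups (standard error 0.53).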

*PAI*-*1*, *ANGPT*, and *TIMP*-*1* were enriched during angiogenesis. 

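PFK2 is encoded by PFKFB1 to PFKFB4, of which PFKFB3 passed the thresholds. PFKFB3, on chromosome 10 from 64776315 to 64859118, measured 1.43 ± 0.334 FPKM (SD, n = 3) in the low-iron group, 0.4895 ± 0.0967 FPKM (SD, n = 3) in the control group and 1.36 ± 0.474 FPKM (SD, n = 3) in the high-iron group. Its log2 fold changes against the control group were 1.36 (standard error 0.34, limma adjusted p = 0.9998) and 1.28 (standard error 0.34, limma adjusted p = 0.885), and each library of either group was above each control library. With a pseudocount of 1 neither was called (0.697 and 0.65). LDHA measured 53.8 ± 12.9 FPKM (SD, n = 3) in the low-iron group, 38.6 ± 10.4 FPKM (SD, n = 3) in the control group and 51.9 ± 9.69 FPKM (SD, n = 3) in the high-iron group. Its log2 fold change between the low-iron and control groups was 0.48 (standard error 0.25, limma adjusted p = 0.9998), and it was not called.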

*PFK2* and *LDHA* were enriched in promoting anaerobic metabolism. *GF* and *HIF*-*1α* were enriched in the *HIF-1α* regulatory pathway. It can be seen that the iron content in diet has a significant impact on the metabolic regulation of the body, and thus understanding the genetic and metabolic responses of dietary changes is crucial [52,53]. According to the results of WGCNA and the enrichment of differentially expressed genes, TGF-β signaling pathways and HIF-1 signaling pathways were selected as the key pathways of hypoxia regulation and iron metabolism, and these two pathways were further analyzed and verified in this study.

### 4.5. Effects of Dietary Iron Level on HIF-1 Signaling Pathway and TGF-β Signaling Pathway in Wujin Piglets

The HIF-1 signaling pathway is the key pathway of hypoxia regulation, and the expression of *HIF*-*1α* is regulated by *NF*-*kβ*, *PI3K*, *AKT*, and *mTOR* in the upstream. In addition, the expression level of *HIF*-*1α* will affect the downstream expression of *EPO*, *TF*, and *TFRC*. In this study, the expression levels of *HIF*-*1α*, *EPO*, and *TFRC* in the HIF-1 signaling pathway were verified by qPCR, and the findings were consistent with the results of transcriptome sequencing.

*HIF*-*1α* encodes the HIF-1α protein, which is a transcription factor activated in hypoxic environments. The content and activity of the HIF-1α protein are affected by oxygen levels. When cells are in a hypoxia environment, the content and activity of the HIF-1α protein will increase, which will activate the transcription and translation of downstream genes regulated by HIF-1α, thus promoting the adaptation and regulation of the body to hypoxia. The mutation and abnormal expression of *HIF*-*1α* are related to the occurrence and development of many diseases, such as tumors, cardiovascular disease, and diabetes [54]. In this study, the expression level of *HIF*-*1α* in the low-iron group and the high-iron group was significantly lower than that in the control group, and that in the low 0 iron group was significantly lower than that in the high-iron group. Thus, the expression level of *HIF*-*1α* was inhibited at low and high iron levels. However, the source of this inhibition needs to be further determined.

The expression level of *EPO* has important reference significance for hypoxia adaptability, anemia treatment, and muscle growth [55]. For example, the expression level of *EPO* in pigs usually increases significantly in hypoxic environments, which promotes the production and release of red blood cells and increases the adaptability of the body to hypoxia [56]. Studies have found that *EPO* expression in Tibetan pigs at high altitudes remains high for a long time and is significantly increased in Yorkshire pigs under hypoxia stress. However, the high expression under this stress state is reduced after the body adapts to a period, indicating that *EPO* expression regulation is a physiological adjustment process for the body to adapt to hypoxic environments [57]. In this study, *EPO* expression in the low-iron group was significantly higher than that in the control group but did not significantly differ between the high-iron group and control group, which means that the low-iron group had more obvious reactions to hypoxia and iron deficiency than the control and high-iron groups.

The expression level of *TFRC* is one of the indices used to evaluate iron metabolism in the body [58]. The expression level of *TFRC* is regulated by intracellular iron content. When the intracellular iron content decreases, the transcription and expression of *TFRC* increase, thereby increasing the absorption and utilization of iron by cells. In contrast, when the iron content in cells is too high, the expression level of *TFRC* decreases, thereby reducing the absorption and utilization of iron by cells and maintaining iron homeostasis [59]. For example, in patients with iron-deficiency anemia, the expression level of *TFRC* is usually high, whereas in patients with iron overload, the expression is low. In this study, *TFRC* expression in the low- and high-iron groups was significantly higher than that in the control group, indicating that liver cells in the low- and high-iron groups required more iron.

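Between the high-iron and low-iron groups, the log2 fold change of TFRC was -1.59 (standard error 0.56, limma adjusted p = 0.6396 over all genes and 0.0785 adjusted over the list alone; exact permutation p = 0.2). The change lost its call without low-iron replicate 2 (-1.41), low-iron replicate 3 (-1.13), high-iron replicate 7 (-1.33) or high-iron replicate 8 (-1.44). SLC40A1, the gene for FPN1, measured 201 ± 12.6 FPKM (SD, n = 3) in the high-iron group, 153 ± 23.3 FPKM (SD, n = 3) in the control group and 156 ± 9.88 FPKM (SD, n = 3) in the low-iron group (exact permutation test of the F statistic, unadjusted p = 0.0357). Its log2 fold change between the high-iron and control groups was 0.41 (standard error 0.18, limma adjusted p = 0.892). Between the high-iron and low-iron groups it was 0.37 (standard error 0.18, limma adjusted p = 0.719).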

The TGF-β signaling pathway is an important signaling pathway that regulates cell proliferation, differentiation, apoptosis, embryonic development, immune regulation, and tissue repair. The BMP-SMAD-HEPC regulatory pathway is closely related to iron metabolism. HEPC is a key factor in iron absorption and metabolic regulation, and it is mainly expressed in the liver but also expressed in small amounts in the heart and spinal cord [60]. *HEPC* controls systemic iron homeostasis by negatively regulating FPN1 [45,46]. HEPC expression increases when the body is overloaded with iron, and iron release into circulation can be inhibited by regulating the homologous receptor FPN1 after translation [61,62,63]. At the molecular level, HEPC regulates cellular iron output by binding to FPN1, thus leading to the ubiquitination and internalization of receptors and subsequent lysosomal degradation in vitro [64] HEPC is secreted quickly and has a half-life of only a few minutes. Therefore, changing the production rate of HEPC can quickly change its circulating concentration in the body, thus changing the speed at which iron enters the blood circulation [65]. Current research shows that the content of HEPC is mainly regulated at the transcription level by factors that include plasma iron concentrations, liver iron reserves, inflammatory reactions, and erythropoiesis [66]. 

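Between the high-iron and low-iron groups, the log2 fold change of HAMP was 1.25 (standard error 1.14, limma adjusted p = 0.865; exact permutation p = 0.5), and without low-iron replicate 7 it was 2.79.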

In this study, the expression level of *HEPC* in the low-iron group was significantly lower than that in the high-iron and control groups. The low expression of *HEPC* in the low-iron group indicated that the regulation of the body promoted the release of iron from the intestinal tract and other tissues and cells into the circulatory system and slightly increased the iron content in the serum to maintain iron homeostasis in the body. There was no significant difference in the expression level of *HEPC* between the high-iron and control groups, which may have been caused by multiple regulatory pathways. Although the animals in the high-iron group were in a state of relative iron deficiency, it was necessary to reduce the expression of *HEPC* to promote the release of iron. However, too high an intestinal iron content would stimulate the body to upregulate the expression of HEPC, thus inhibiting the process of iron transport from intestinal epithelial cells to the blood, and the expression level of *HEPC* would be relatively stable under the control of both. In contrast, the slightly lower serum iron content of piglets in the high-iron group may have been caused by lower iron absorption in the intestine, although this requires further verification.

In summary, the three groups of Wujin pigs maintained iron homeostasis and adaptability under hypoxic conditions. The transcriptomics analyses revealed that this is because the body maintains its iron homeostasis and hypoxia adaptability through a series of complex regulatory pathways, among which the HIF-1 signaling and TGF-β signaling pathways are effective regulatory pathways.

## 5. Conclusions

A high-iron diet can relieve hypoxic stress in Wujin piglets. In addition, transcriptomic analyses revealed the main iron homeostasis pathway (TGF-β signaling pathway) and hypoxia regulation pathway (HIF-1 signaling pathway) in Wujin piglets. HEPC was a key factor in iron homeostasis, and HIF-1 was the key factor in hypoxia regulation. In addition, transcription levels were affected by the dietary iron content, and the effect of low dietary iron was more obvious than that of high dietary iron.

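Over the 12584 tested genes, the median absolute log2 fold change against the control group was 0.182 for the low-iron group and 0.199 for the high-iron group. The order was the opposite without low-iron replicate 2 (0.222 and 0.1998), without low-iron replicate 3 (0.207 and 0.199) and without control replicate 6 (0.2204 and 0.216). Leaving out any low-iron library raised the low-iron value (0.222, 0.207 and 0.198). Leaving out any high-iron library raised the high-iron value (0.235, 0.234 and 0.208). The reversals without a low-iron library therefore cannot be told apart from the smaller size of that group. Whether the changes in the groups differ in size was not tested.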

## Figures and Tables

**Figure 1:**
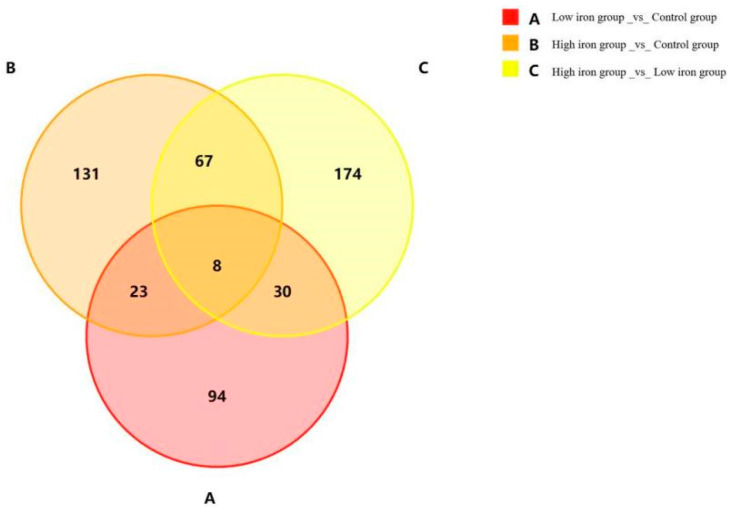
Venn diagram of DEGs in three comparison groups.

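Of the genes called against the control group, 32 were shared between the low-iron and high-iron comparisons, which is 28.8% of the smaller set. Both comparisons use the same control libraries, and simulations without any difference gave a median of 23.1% and at most 30.7%. As a count, the simulated median was 33 genes. Among the shared genes, 27 were higher in both groups, 2 were lower in both and 3 moved in opposite directions. The comparisons of the high-iron group with the control and low-iron groups shared 61 genes, 31.44% of the smaller set, against a simulated median of 23.0% and at most 31.39%. Passing this maximum does not set the overlap apart from chance, since the simulations draw each gene independently and vary less than the real libraries. The comparisons of the low-iron group with the control group and of the high-iron with the low-iron group shared 24 genes, 21.6% of the smaller set, against a simulated median of 22.0%. A total of 4 genes were called in all 3 comparisons.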

**Figure 2:**
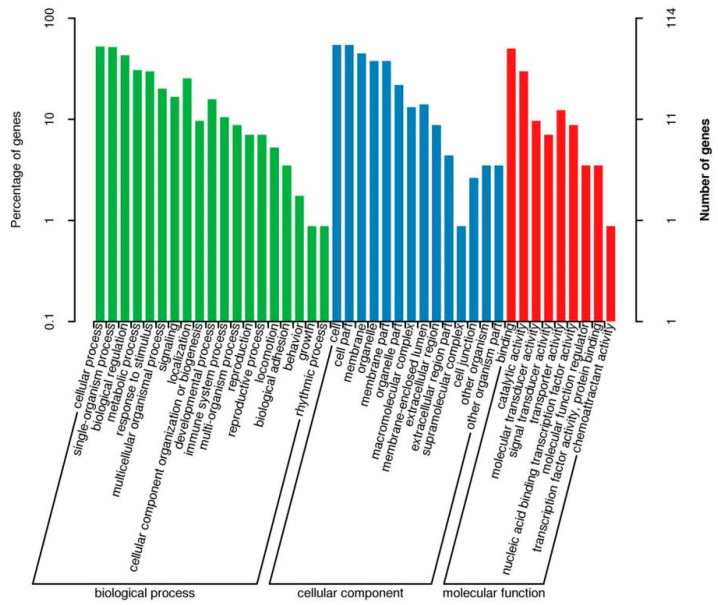
GO enrichment map of differential genes between the low-iron group and control group.

**Figure 3:**
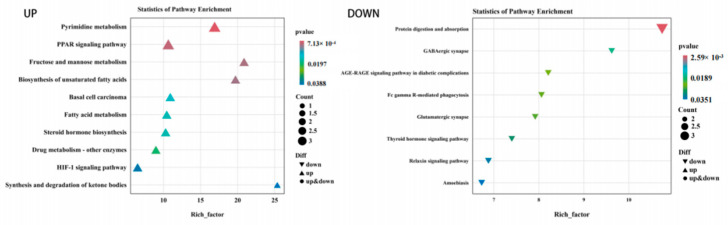
KEGG enrichment map of differential genes between the low-iron group and control group.

**Figure 4:**
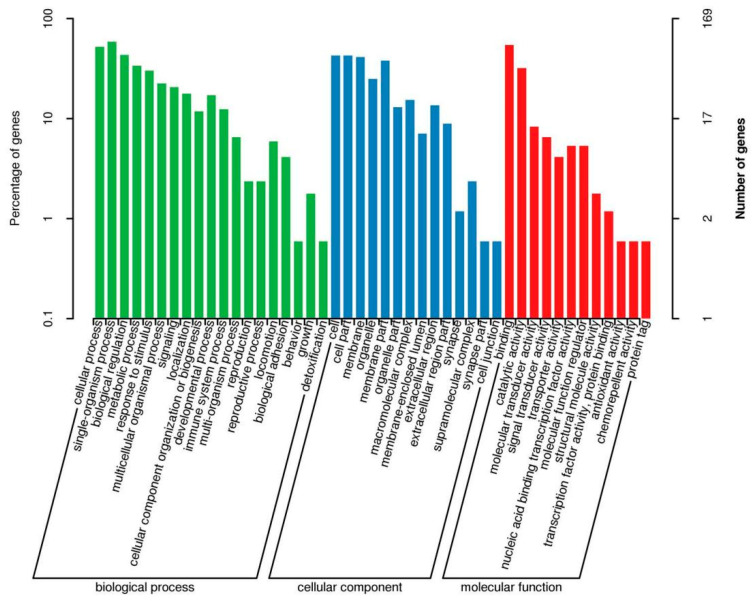
GO enrichment map of differential genes between the high-iron group and control group.

**Figure 5:**
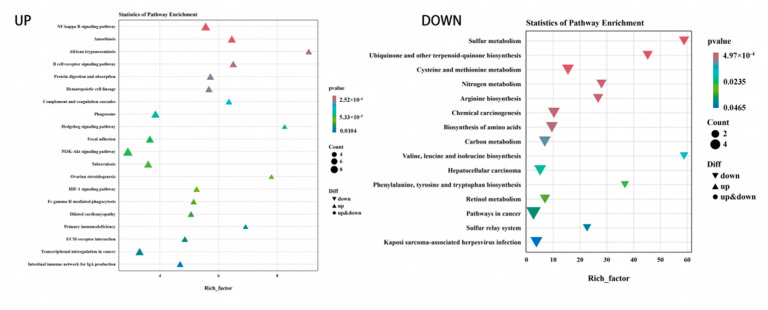
KEGG enrichment analysis diagram of differential genes between the high-iron group and control group.

**Figure 6:**
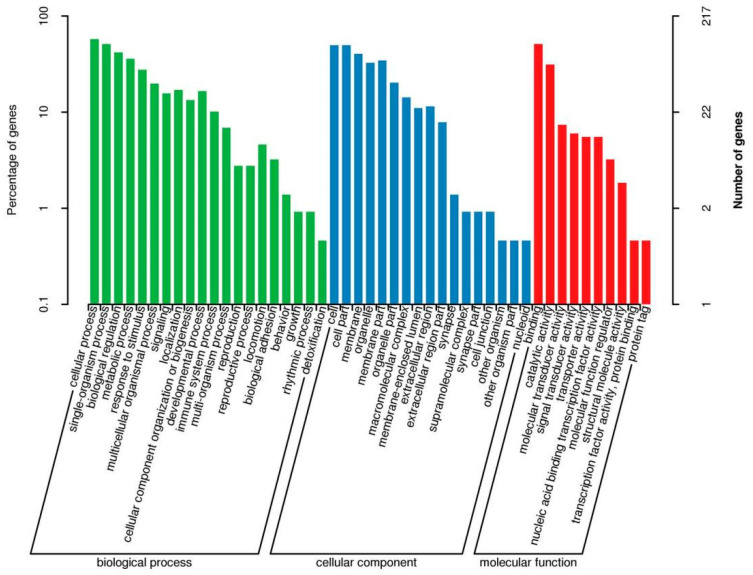
GO enrichment map of differential genes between the low- and high-iron groups.

**Figure 7:**
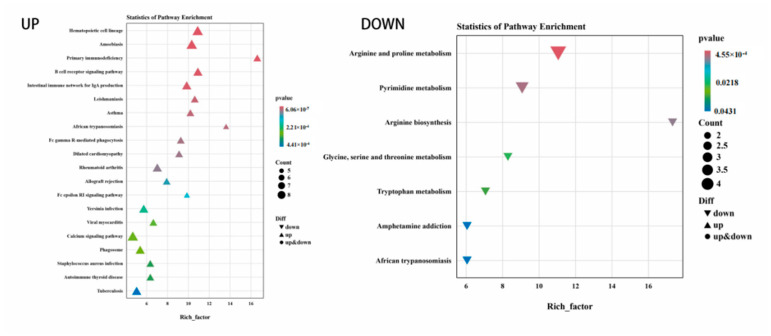
KEGG enrichment analysis diagram of differential genes between the low- and high-iron groups.

**Figure 8:**
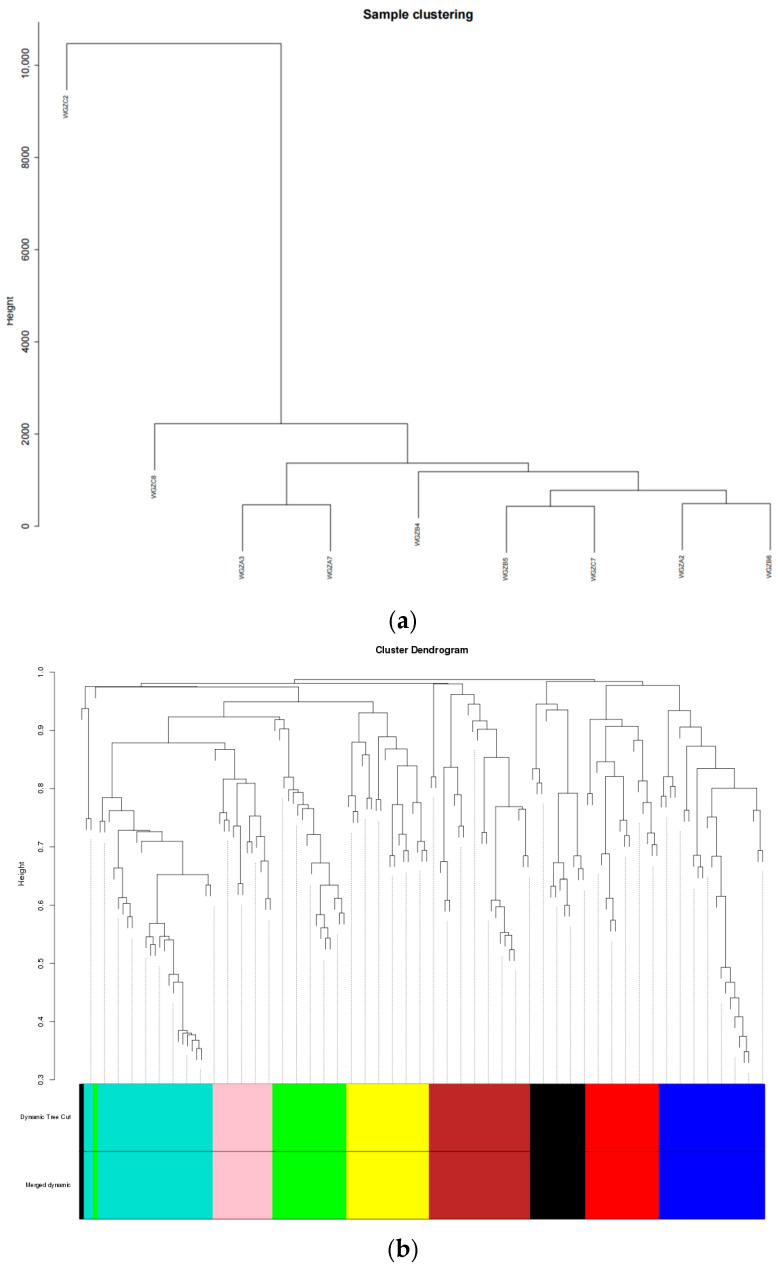
Schematic diagram of sample clustering and co-expression network. (**a**) The results of sample clustering based on Euclidean distance; (**b**) Collaborative expression network visualization.

**Figure 9:**
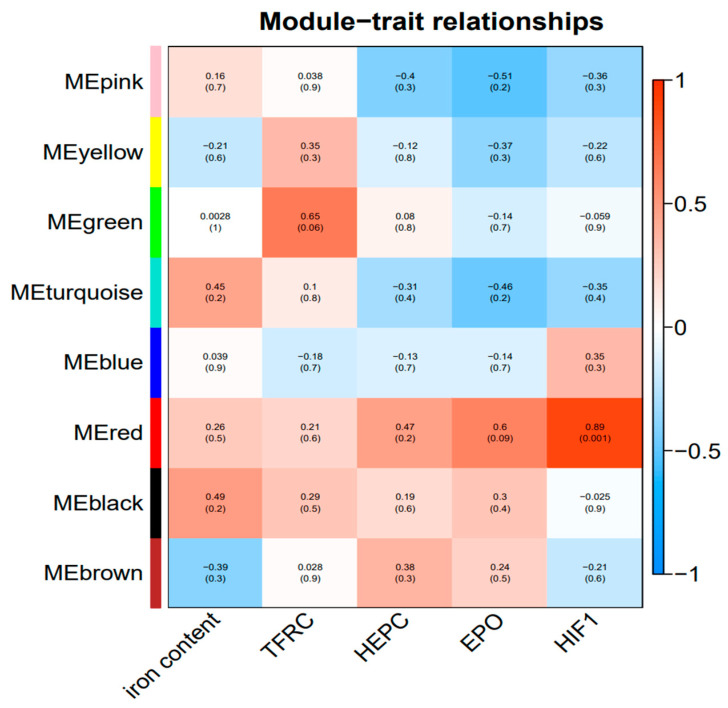
Correlation thermogram between gene modules and traits.

**Figure 10:**
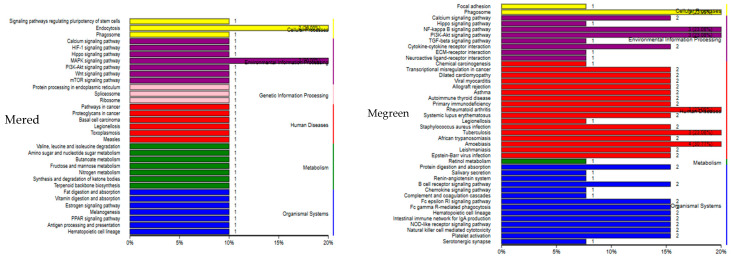
KEGG enrichment results of Red and Green module genes.

**Figure 11:**
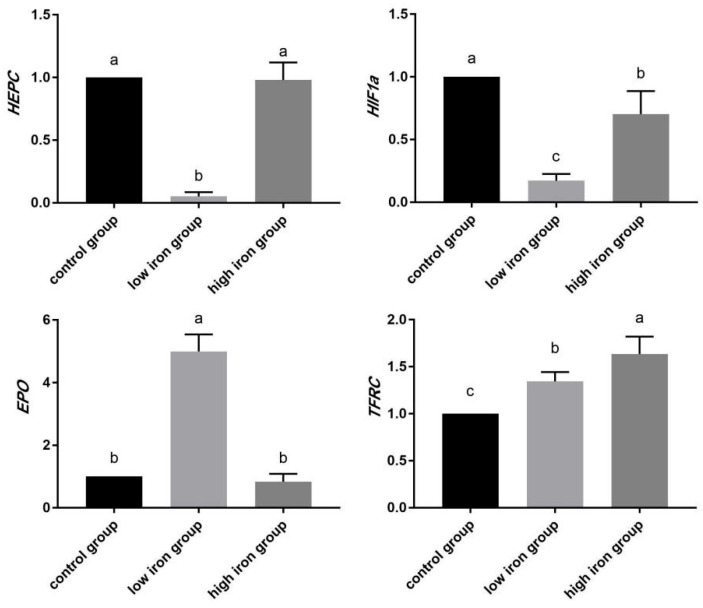
The results of qPCR, a, b, c (*p* < 0.05).

**Table 1:** Diet formula and nutrition level.

Ingredient	Content (%)	Nutrient Level ^2^	
Corn	30.0	CP (%)	19.0
Soybean meal	15.0	Ca (%)	0.80
Expanded soybean	15.0	Fe (mg/kg)	76.8
Whey powder	12.0	AP (%)	0.42
Rice	10.0	Lys (%)	1.22
Flour	6.0	Met (%)	0.39
Glucose	4.0	Methionine + cystine (%)	0.67
Peruvian fish meal	3.0	Thr (%)	0.77
Citric acid	1.50	Trp (%)	0.23
Vegetable oil	1.00	DE (MJ/kg)	13.38
Fine stone powder	0.84		
Calcium hydrogen Phosphate	0.81		
Lysine	0.18		
Fungicide	0.10		
DL-methionine	0.08		
Premix ^1^	0.49		

^1^ Premix provides the following nutrients (per kg): VA, 100 mg; VD3, 100 mg; VE, 4400 mg; VK, 100 mg; VB1, 100 mg; VB2, 300 mg; Cu, 10 mg; Zn, 110 mg; Mn, 30 mg; I, 0.2 mg; Se, 0.3 mg; VB3, 1000 mg; VB5, 800 mg; VB12, 500 mg; biotin, 1500 mg; folic acid, 100 mg; and zeolite powder, 298.73 g. ^2^ Fe was calculated, other items were measured.

**Table 2:** PCR primer sequences.

Genes	Accession	Primer Sequence (5′-3′)	Amplification Length/bp
*HEPC*	NM_214117	F: AGAGGCTAAGAAGAGACA	76
		R: ATCCCACAGATTGCTTTG	
*EPO*	NM_214134	F: TGCAGCTTCAGTGAGAATATC	75
		R: CTGGACCTCCATCCTCTT	
*HIF-1α*	NM_001123124	F: TACAACATCACCATACAG	118
		R: GACAGATAACACATTAGGA	
*TFRC*	NM_214001	F: CACAAGGAGTAACCACAT	117
		R: GCCAAGTAGCCAATCATA	
*ACTB*	XM_003124280.5	F: GCGGCATCCACGAAACTA	75
		R: TGTTGGCGTAGAGGTCCTT	

**Table 3:** Effects of different dietary iron contents on the growth performance of Wujin piglets.

Item	Low-Iron Group	Control Group	High-Iron Group
IBW (kg)	15.21 ± 1.81	15.1 ± 1.93	15.56 ± 1.70
FBW (kg)	27.43 ± 5.33	28.79 ± 4.57	28.56 ± 3.06
ADG (kg/d)	0.38 ± 0.11	0.43 ± 0.10	0.41 ± 0.08
ADFI (kg/d)	1.04 ± 0.24	1.04 ± 0.20	1.00 ± 0.17
F/D	2.81 ± 0.45	2.48 ± 0.36	2.50 ± 0.25

**Table 4:** Effects of different dietary iron contents on the serum iron metabolism parameters of Wujin piglets.

Item	Low-Iron Group	Control Group	High-Iron Group
Serum iron content (mg/L)	19.79 ± 2.35	18.51 ± 1.33	16.17 ± 1.88
TIBC (µmol/L)	135.96 ± 6.62	143.63 ± 6.80	142.19 ± 9.46
TfR (nmol/L)	16.01 ± 0.68	16.65 ± 0.27	17.15 ± 0.69
HB (µg/mL)	63.42 ± 6.71	61.41 ± 1.79	58.33 ± 4.44
HEPC (ng/mL)	1135.86 ± 54.75	1179.33 ± 22.76	1108.57 ± 30.38
HIF-1 (pg/mL)	447.67 ± 37.95 ^a^	394.5 ± 13.87 ^ab^	370.52 ± 16.31 ^b^
EPO (mIU/mL)	4.98 ± 0.29	4.89 ± 0.10	4.51 ± 0.19

^a,b^ The same lowercase letters represent no significant differences, whereas different lowercase letters represent significant differences (*p* < 0.05).

**Table 5:** Sequencing data statistics and comparison results.

Samples	Clean Reads	Clean Bases	GC Content (%)	% ≥ Q30 (%)	Total Reads	Mapped Reads	Mapping (%)
WGZA2	19,088,882	5,715,504,106	49.33%	94.05%	38,177,764	36,841,761	96.50%
WGZA3	22,129,212	6,623,511,384	49.78%	93.17%	44,258,424	42,654,731	96.38%
WGZA7	19,728,590	5,898,720,736	49.43%	94.35%	39,457,180	38,023,783	96.37%
WGZB4	19,980,454	5,981,164,218	49.48%	94.53%	39,960,908	38,591,996	96.57%
WGZB5	20,097,375	6,016,690,334	48.62%	93.81%	40,194,750	38,823,158	96.59%
WGZB6	19,062,074	5,707,294,314	49.53%	93.77%	38,124,148	36,698,850	96.26%
WGZC2	26,959,352	8,070,051,376	49.73%	93.78%	53,918,704	52,099,313	96.63%
WGZC7	20,765,796	6,210,772,130	49.66%	94.17%	41,531,592	39,963,275	96.22%
WGZC8	23,796,379	7,123,213,814	49.34%	95.17%	47,592,758	46,181,559	97.03%

**Table 6:** Statistics on the number of differentially expressed genes.

DEG Set	DEG Number	Upregulated	Downregulated
Low iron group _vs._ Control group	155	78	77
High iron group _vs._ Control group	229	164	65
High iron group _vs._ Low iron group	279	165	114

## Data Availability

Raw reads of transcriptome sequencing of the liver are available at GEO. To review GEO accession GSE247384: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247384 (accessed on 17 April 2024) and the token is udwjewcahbgjbsf.

How the deposited data were processed for this re-analysis (not part of the article)

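Liver RNA of 9 Wujin pigs was sequenced, 3 each from the low-iron, control and high-iron groups, whose diets held 0, 100 and 200 mg/kg of added iron. Feeding started at 35 days of age, with 5 days of prefeeding and 30 days of formal feeding. Libraries are named here by their group and by the animal number in their label. The authors removed adapters and low-quality reads, aligned the clean reads to Sscrofa11.1 with Hisat2, assembled transcripts with StringTie and deposited FPKM values for each library in one table, with no further scaling between libraries stated. The paper's mapped reads per library range from 36698850 to 52099313 (Table 5). The table holds no counts, so the precision of a value rests on the spread between the 3 libraries of a group.

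The table has 25918 genes, with 20660 numbered genes and 5258 new genes. The numbers were read as the serial number of each gene in NCBI annotation release 106 of Sscrofa11.1, checked by the biotypes on which they fall. Of the 20674 protein-coding genes in the annotation, 14 are absent from the table, 13 of them mitochondrial. Symbols that stand on more than 1 gene were kept as separate genes. New genes have no name or position and were tested without a name.

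Values were analysed as log2(FPKM + 0.1), for the 12584 genes with a mean FPKM of at least 0.5 over the 9 libraries. R 4.3.3 and limma 3.58.1 were used, with a linear fit of the 3 groups, contrasts and empirical Bayes moderation with a trend. Calls used the paper's thresholds, and Benjamini-Hochberg adjusted p-values are given beside them. No count model was used. The procedure was tested on simulated data with the means and variances of these genes and 200 changed genes: at a true fold change of 2, 4 and 8 it called 48%, 96% and 99.5% of the changed genes, together with 145, 149 and 135 unchanged genes. At an adjusted p-value under 0.05 it called 17%, 84.5% and 95% of the changed genes, together with 1, 18 and 12 unchanged genes.

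Gene lists were tested with camera in limma at a preset inter-gene correlation of 0.01, where at least 5 genes of a list passed the filter. Of 17 lists written from general knowledge, 15 were tested. They cover the HIF-1 pathway, hypoxia-induced genes, BMP/SMAD targets, the TGF-beta pathway, iron handling, B cells and immunoglobulins, the NF-kappa B pathway, collagen and extracellular matrix, PPAR and fatty acid metabolism, pyrimidine metabolism, arginine and amino acid metabolism, the acute phase, immediate early genes, the circadian clock and cell division. The lists of erythroid genes and of X-inactivation and Y-linked genes had 4 and 1 tested genes and were left out. The erythroid list was tested only in the alternative without the filter. Another 6 lists of marker genes, for hepatocytes, endothelial cells, macrophages, T cells, bile duct cells and plasma cells, were written after the first results were seen. Single genes were also compared with exact permutation tests in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, over all assignments of the 9 libraries to 3 groups and over all splits of the 6 libraries of a pair of groups. Distances between libraries were Euclidean distances over all genes on the FPKM scale, joined by average linkage, without a test.

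The named genes are every gene the paper names that could be matched to a symbol in the table and, in each comparison, the 3 genes in each direction with the smallest p-value among called genes whose groups do not overlap and that have a symbol other than a LOC number. A gene under this rule is not reported here. LOC396781, EIF1AY, ID1, SMAD7, COL1A1, COL3A1 and the new genes named below fall outside this rule and were picked after the data were seen.

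The alternatives were other pseudocounts (1 and 0.01), no filter and a mean FPKM of at least 1, rescaling to TPM, median-of-ratios scaling, quantile normalization, a fit of only the groups compared, array quality weights, the animal number as a block, and leaving out each library in turn. For the gene lists, fry and a correlation estimated per list were added, and for the distances the log2 scale, leaving out the 10 highest genes, 1 minus Spearman's correlation and complete linkage. The test thresholds, the lists of the first group, the rule for named genes and these alternatives were chosen before the data were examined. EIF1AY, a gene on chromosome Y, as a covariate, distances over called genes or without new genes, and leaving out each library for the distances and overlaps, were added after the data were seen. Serum values, WGCNA modules, GO terms and KEGG enrichment were not analysed here.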

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

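The tests of explanations in this part were all chosen after the results were seen. The results below concern genes that the paper does not discuss. With 3 libraries in each group, no group was tested for a library far from the others.

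The IgG heavy chain gene LOC396781 was higher in the high-iron group than in the control group, with a log2 fold change of 2.52 and an adjusted p-value of 0.0129 in limma. It was the only gene past an adjusted p-value of 0.05 in that comparison, where 704 genes had an unadjusted p-value under 0.05. A gene with an adjusted p-value under 0.05 appeared in 3 of the 10 splits of the 6 libraries into groups of 3, the real one included, so that 10 splits cannot set the real one apart. The log2 fold change was at least 2.29 with any library left out, at least 2.39 under the other scalings and 2.46 with EIF1AY as a covariate, which argues against a single library, the scaling or the unequal numbers of libraries with EIF1AY as the whole cause. The call at an adjusted p-value of 0.05 was lost without control replicate 5, control replicate 6, high-iron replicate 2 or high-iron replicate 8, where the count was 0. A rise in plasma cells as a whole would raise their other genes too. The 9 tested genes of a plasma cell list had a median log2 fold change of 0.0921, with 5 of 9 higher, and 8 of 9 lay below the IgG heavy chain gene by more than 2 standard errors of each, which argues against more plasma cells as the whole cause. Of this list, 5 of 10 genes also stand in other lists, and its most abundant gene, XBP1 (103 FPKM), is expressed in other liver cells, which leaves a change among plasma cells that make IgG open. Reads could also be shared with the 4 annotated constant segments that overlap the gene. None of the 137 annotated immunoglobulin segments is among the genes analysed here, so the sharing of reads and a change in IgG expression cannot be told apart. An effect of the diet with 200 mg/kg of added iron on IgG remains a hypothesis.

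The immediate early genes were higher in the low-iron group than in the control group, with a median log2 fold change of 0.68, all 18 genes higher and an adjusted p-value of 2.51e-05 by camera. The highest adjusted p-value under another scaling was 2.35e-05, which argues against scaling. With each library left out in turn the adjusted p-value ranged from 4.66e-09 to 0.0857, the latter without low-iron replicate 3, so that the call rests on this library. It had the highest mean of the list among the 9 libraries (1.11 on the log2 scale, relative to the mean of all) and also the highest of the hypoxia-induced list (0.45). Handling of a single pig at slaughter may raise such genes, but nothing in the table records it, and a response to low iron stays open. In the comparison of the high-iron and low-iron groups the same list fell by a median of 0.51 on the log2 scale (adjusted p = 0.000153), and the adjusted p-value ranged from 8.29e-08 to 0.0987 with each library left out, the latter without low-iron replicate 3.

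The arginine and amino acid genes had a median log2 fold change of -0.21 in the high-iron group against the control group, with 9 of 41 genes higher and an adjusted p-value of 7.16e-08 by camera. Against the low-iron group the median was -0.37 (6 of 41 higher, adjusted p = 2.95e-07). ARG1 fell by 1.13 on the log2 scale (standard error 0.26), from 747 to 344 FPKM, and was not called with EIF1AY as a covariate (-0.97) or without control replicate 6 (-0.99) or high-iron replicate 2 (-0.996). With any library left out, the adjusted p-value of the list against the control group was at most 3.91e-05, which argues against a single library as the source of the call, while the median went to -0.14 without high-iron replicate 2. The call was lost under fry (adjusted p = 0.577) and when camera estimated the correlation within the list (adjusted p = 0.592). With EIF1AY as a covariate the median was -0.0961 (10 of 41 higher), and with median-of-ratios scaling -0.34 (7 of 41 higher). A lower share of hepatocytes could lower this list: the hepatocyte list had a median log2 fold change of -0.14, with 2 of 15 genes higher. ALB, its most abundant gene, is expressed at a mean of 56911 FPKM, and 5 of the 16 genes of the list stand in other lists. The list shares 3 genes with the arginine and amino acid genes. Over its other 12 tested genes the median was -0.089, with 2 of 12 higher, -0.22 with median-of-ratios scaling and -0.00844 with quantile normalization. A lower share of hepatocytes and a change in amino acid metabolism with high iron cannot be told apart here, because the fall of these 12 genes depends on the scaling.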

How the results depend on the processing

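The EIF1AY covariate, distances over called genes or without new genes, and the left-out libraries for overlaps and distances were chosen only after the results were seen.

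Counts of differentially expressed genes moved most with the pseudocount and the filter, which set how genes of low FPKM enter. With a pseudocount of 1, the counts for low iron against control, high iron against control and high iron against low iron were 34, 74 and 67, against 111, 197 and 194. Without a filter on low FPKM (20703 genes tested) they were 331, 504 and 458. With array quality weights they were 171, 275 and 334, of which the first and last moved by more than 1.5 times. With each library left out in turn, they ranged from 109 to 211, from 190 to 298 and from 188 to 332. The low-iron count against control was 188 without low-iron replicate 2, 211 without control replicate 5 and 169 without control replicate 6. The high-iron count against control was 298 without control replicate 4, and the count of high iron against low iron was 332 without low-iron replicate 3. Apart from the animal number as a block, given below, the other alternatives kept the counts within 1.5 times. Scaling by median of ratios moved the median log2 fold change of all genes in high iron against control from 0.10 to -0.03, and with it the share of higher genes among the calls from 81.2% to 62.3%; with quantile normalization the share was 54.3%. In low iron against control the share went from 67.6% to 52.04% and 52.08%, and in high iron against low iron from 65.5% to 45.7% with quantile normalization.

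The number of genes with an adjusted p-value under 0.05 was 0, 1 and 0. For high iron against control it was 0 without the filter and in the fit of only the groups compared, 2 with array quality weights, and from 0 to 2 with a library left out (2 without low-iron replicate 2, and 0 without control replicates 5 or 6 or high-iron replicates 2 or 8). For high iron against low iron it was 1 in the fit of only the groups compared and from 0 to 1 with a library left out (1 without control replicate 4). For low iron against control it was from 0 to 0, with 463 genes at an unadjusted p-value under 0.05; for high iron against low iron there were 900 such genes.

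In 9 of the 10 splits of the 6 libraries, the low-iron and control libraries gave as many called genes as the real split (the other splits gave 93 to 290). The same held for 2 of 10 splits for high iron against control and 5 of 10 for high iron against low iron. As many gene lists were called in 6, 8 and 7 of the 10 splits. With 10 splits, a share under 0.05 cannot be reached.

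The overlaps of calls with a pseudocount of 1 were 132 genes in any comparison, 6 shared between low iron and high iron against control, 10 and 28 shared with high iron against low iron, and 1 in all 3 comparisons. With median-of-ratios scaling, 20 were shared between the comparisons against control and 1 by all 3 comparisons. Without the filter these numbers were 938, 101, 88, 169 and 3, and with array quality weights 593, 50, 42, 98 and 3. With each library left out, the 389 genes ranged from 408 to 523, the 32 shared genes from 22 to 70 (70 without control replicate 5), the 24 from 19 to 47 (47 without low-iron replicate 2), the 61 from 47 to 110 (110 without high-iron replicate 7) and the 4 from 0 (without low-iron replicate 3 or high-iron replicate 8) to 7 (without low-iron replicate 2).

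TFRC in low iron against control kept its call under each alternative, between 2.40 and 3.49 with a library left out. In high iron against control it was not called with a pseudocount of 1 (1.19), without the filter (1.27), with median-of-ratios scaling (1.14), with quantile normalization (1.24) or with EIF1AY as a covariate (0.93), and ranged from 0.86 to 1.69 with a library left out, losing its call without low-iron replicate 2 (1.27), control replicate 4 (1.01), control replicate 6 (1.11), high-iron replicate 2 (0.86) or high-iron replicate 8 (1.42). In high iron against low iron it ranged from -2.22 to -1.13 and lost its call without low-iron replicate 2 (-1.41), low-iron replicate 3 (-1.13), high-iron replicate 7 (-1.33) or high-iron replicate 8 (-1.44). HAMP ranged from -3.49 to -0.96, from -1.40 to 0.0585 and from 0.26 to 2.79 in the 3 comparisons; it passed the thresholds for low iron against control and for high iron against low iron only without low-iron replicate 7 and turned positive against control without high-iron replicate 7. HIF1A was not called in any comparison under any alternative and ranged from -0.20 to 0.16, from 0.22 to 0.44 and from 0.21 to 0.56; its sign in low iron against control changed without low-iron replicate 7 (0.16), control replicate 4 (0.06) or control replicate 5 (0.05). The mean of EPO in the low-iron group ranged from 0.0464 to 0.349 FPKM, and without the filter its log2 fold change of 1.25 against control was not called.

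The number of gene lists called was 4, 3 and 4. Under fry and with an estimated correlation it was 0 in each comparison. For high iron against control it was 5 with array quality weights, without control replicate 4 and without high-iron replicate 2. With a library left out the numbers ranged from 3 to 5, from 2 to 5 and from 4 to 6. Camera compares a list with the other genes. Relative to these, the acute phase list was lower against control in low iron (adjusted p = 0.0322) and in high iron (adjusted p = 0.00667). In high iron its own median log2 fold change was -0.07 (10 of 25 higher), where the median of all tested genes was 0.10. The list means of high-iron replicates 2 and 7 (0.34 and 0.31) were above those of each control library (0.20, -0.30 and 0.20). The list was called in neither comparison with median-of-ratios scaling (0.0849 and 0.0725) or quantile normalization (0.176 and 0.362), nor without the filter (0.212 and 0.0926). In low iron it was also lost in the fit of only the groups compared (0.0611). Its low-iron call was lost without low-iron replicate 2 (0.178) or 7 (0.468), or control replicate 5 (0.0528) or 6 (0.327). In high iron it was lost without control replicate 6 (0.153) or high-iron replicate 8 (0.916). The HIF-1 pathway list in high iron against low iron, which was not called, changed direction without the filter (adjusted p = 0.899), with EIF1AY as a covariate (0.932) and without low-iron replicate 7 (0.638; from 0.313 to 0.987 with each library left out). BCR in high iron against control changed sign with the covariate (0.0103), without control replicate 4 (0.0925) and without high-iron replicate 2 (0.02), with a range from -0.188 to 0.0925 over the left-out libraries. Among the lists and single genes named in the text, the alternatives of the first design other than left-out libraries gave 30 weaker, 2 stronger and 1 reversed of 192 values for lists, and 15 weaker of 249 values for genes.

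The animal numbers 2 and 7 occur in both the low-iron and the high-iron group, on different pigs. Libraries with the same number did not deviate together from their group means (correlations of 0.02 for each of the 2 numbers), so they share only a number. With the number as a replicate block, which leaves 1 residual degree of freedom, 458 genes were called between these groups, 117 of them shared with the 194, and the log2 fold change of TFRC was -0.98.

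The ratio of distances of high-iron replicate 2 was 0.966. It was 2.12 without the 10 highest genes and, among alternatives added after the data were seen, 10.3 over called genes, 0.678 without the new genes and 2.90 over called genes without the new genes. It ranged from 0.960 to 1.04 with another library left out. The covariate XIST was not run, since the gene is not analysed here, and the cause of the changes above was not tested beyond the construction of each alternative. Without counts, the depth behind the values of genes near 0 FPKM, such as EPO, is unknown.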

Differences from the paper's values

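The distances over called genes in this part were chosen only after the values were seen.

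The number of downregulated genes differed from the paper's by more than 1.5 times in each comparison. In low iron against control it was 36 against the paper's 77. Of the alternatives set before the data were examined, the values came within 1.5 times without the filter on low FPKM (94), with array quality weights (64) and without low-iron replicate 7 (54), control replicate 5 (73) or control replicate 6 (60), and not in the others. In high iron against control it was 37 against the paper's 65, and the alternatives within 1.5 times were median-of-ratios scaling (57), quantile normalization (69), array quality weights (58) and the fits without control replicate 5 (73), control replicate 6 (46), high-iron replicate 2 (49), high-iron replicate 7 (80) or high-iron replicate 8 (74). In high iron against low iron it was 67 against the paper's 114, and the alternatives within 1.5 times were no filter (167), median-of-ratios scaling (80), quantile normalization (101), array quality weights (106) and the fits without low-iron replicate 2 (98), low-iron replicate 3 (110), high-iron replicate 2 (85), high-iron replicate 7 (127) or high-iron replicate 8 (91). The counts of all and of upregulated genes lay within 1.5 times of the paper's in each comparison, but not under every alternative that brings the downregulated genes closer. Median-of-ratios scaling and quantile normalization gave, in high iron against control, 94 and 82 upregulated genes against the paper's 164, and 151 genes in all with either against the paper's 229. They gave, in high iron against low iron, 105 and 85 upregulated genes against the paper's 165. Without the filter, the upregulated genes were 237 against the paper's 78 in low iron against control and 291 against the paper's 165 in high iron against low iron. Without control replicate 5, low iron against control had 138 upregulated genes.

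The level of HIF1A relative to the control group was 0.989 in the low-iron group by sequencing, against about 0.17 by qPCR in Fig. 11, read by eye. In the high-iron group it was 1.29 by sequencing against about 0.7 in Fig. 11. None of the alternatives set before the data were examined closed either gap. The level of TFRC in the low-iron group was 7.25 by sequencing against about 1.3 in Fig. 11; the fits without low-iron replicate 3 (5.28) and without control replicate 4 (6.04) came within the spread between libraries, and the other alternatives did not.

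In the cluster tree, high-iron replicate 8 joined at a height of 8645, against about 2200 in Fig. 8a, read by eye. None of the alternatives set before the data were examined closed this gap. Over the 389 genes called in at least 1 comparison, an alternative chosen after the values were seen, high-iron replicate 8 joined at 2268 and high-iron replicate 2 at 10475, against about 10000 in Fig. 8a. High-iron replicate 2 stands alone in Fig. 8a and did not over all genes.

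The paper states that HIF-1α was lower in the low-iron and high-iron groups than in the control group. The log2 fold changes of HIF1A were -0.02 and 0.36. The paper states that HEPC was lower in the low-iron group than in the control group. The log2 fold change of HAMP was -1.96 against control, and it passed the thresholds only without low-iron replicate 7 (-3.49). The paper names EPO as higher in the low-iron group, where it measured 0.232 FPKM on average, below the filter; without the filter it was not called. The paper names BCR and LDHA among the genes of its enriched pathways. LDHA did not pass the thresholds on the deposited values. Neither did the gene with the symbol BCR, but the paper's BCR may stand for the B cell receptor. The paper states that low dietary iron had the more obvious effect on transcription. The high-iron comparison had more called genes (197 against 111).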

Other observations

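The tests of explanations in this part were chosen after the results they measure were seen. The exception is the medians of 4 lists of other cell types beside the collagen list. The weight given there to the plasma cell list was also set after its value was seen. The gene lists of the last paragraph were written before the data were examined.

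The collagen and extracellular matrix list was higher in the high-iron group than in the control group (median log2 fold change 0.62, 25 of 27 genes higher). Its adjusted p-value was at most 0.0148 with any library left out, which argues against a single library. A lower share of hepatocytes could raise it, since that raises the markers of every other cell type. The lists for endothelial cells, macrophages, T cells and bile duct cells had medians of 0.37, 0.48, 0.51 and 0.56, the lowest being that of endothelial cells, with 13 of 14, 11 of 12, 11 of 11 and 5 of 7 genes higher, and the hepatocyte list fell. With median-of-ratios scaling, which lowers the median of all genes, the same 4 medians were 0.24, 0.35, 0.38 and 0.44. The most abundant genes of these lists were CLEC4G (110 FPKM), CD5L (286 FPKM), CCL5 (15.1 FPKM) and CLDN4 (75.8 FPKM), and 1 gene each of the endothelial and macrophage lists stands in another list. The plasma cell list did not rise in the same way (median 0.0921, 5 of 9 higher, and -0.04 with median-of-ratios scaling), which goes against a lower share of hepatocytes, although its genes moved both ways. A lower share of hepatocytes in the high-iron samples and a rise in collagen expression with high iron cannot be told apart from these lists.

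HAMP differed between the low-iron libraries, with 70.5 FPKM in replicate 7 against 3.84 and 2.02 FPKM in replicates 2 and 3. An acute phase response was a candidate explanation, but over the 9 libraries HAMP and the acute phase list had a Spearman's rho of -0.15 (exact permutation p = 0.708) and a Pearson's r of -0.23 (exact permutation p = 0.534). Without the 2 libraries farthest from the median of the list, r was -0.67. For the other BMP/SMAD targets the Spearman's rho was 0.43, which does not set this signaling apart from chance over 9 libraries. For HAMP and TFRC the Spearman's rho was -0.28 (exact permutation p = 0.463) and the Pearson's r was -0.58 (exact permutation p = 0.101); without the 2 libraries farthest from the median of TFRC, r was 0.31. The adjusted p-value was 0.880 for each of the 4 relations. The libraries left out for TFRC are low-iron replicates 2 and 3, those with low HAMP. Within the low-iron group TFRC ran in the reverse order of HAMP, with 28.6 FPKM in replicate 7 against 87.9 and 129.8 FPKM in replicates 2 and 3. A difference in iron stores between the low-iron pigs was not tested, since 3 pigs are too few to test this order and serum values per pig were not used here.

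EIF1AY, on chromosome Y, was above 1 FPKM in 5 libraries, with values from 15.0 to 26.5 FPKM, and at 0 in the other 4. It was above 1 in 2 of 3 low-iron, 2 of 3 control and 1 of 3 high-iron libraries, so the sexes may be unequally spread over the groups. With EIF1AY as a covariate, 192 genes were called in high iron against control and 119 in low iron against control, which argues against this as the source of the larger number for high iron. The high-iron libraries each had more mapped reads in the paper's Table 5 than each control library. Depth could in principle raise the number of genes above 0, but over the 9 libraries its Spearman's rho with that number was 0.0667, and depth and diet cannot be told apart for the calls themselves.

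High-iron replicate 2 stood apart in distance once the 10 highest genes were left out, at a ratio of 2.12. A few new genes are a candidate explanation, found from the same data. Without the 10 highest genes and the new genes the ratio was 0.992. This test took the place of a first one over called genes, where leaving out the new genes moved the ratio from 10.3 to 2.90; it was put in place after both ratios had been seen, because called genes are picked for differences between the groups. The new genes newGene_14801, newGene_14559, newGene_14558 and newGene_14800, chosen after their values were seen, measured 7887, 5849, 4800.1 and 2417 FPKM in this library, and 1608, 1480, 887 and 672 FPKM in high-iron replicate 8. The same new genes measured 139, 136, 64.6 and 44.9 FPKM in low-iron replicate 2. In control replicate 4 they measured 1153, 996, 612 and 370 FPKM, more than the 754, 612, 385 and 178 FPKM in high-iron replicate 7. They made up 20.7%, 11.3%, 7.94% and 1.90% of the squared distances of high-iron replicate 2 over all genes. On the log2 scale over the filtered genes, high-iron replicate 2 was also the last library to join (ratio 1.13), and this was not tested without the new genes. They have no name or position in the table, so what they encode was not analysed here.

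The lists for TGF-beta (adjusted p = 0.546, 0.477 and 0.931 in low iron against control, high iron against control and high iron against low iron), iron handling (0.653, 0.104 and 0.0729), BMP/SMAD targets (0.296, 0.931 and 0.316), circadian clock (0.558, 0.243 and 0.626) and cell division (0.136, 0.170 and 0.975) were not called on the deposited values of all 9 libraries. The iron handling list passed 0.05 in high iron against control with array quality weights (0.0422) and without high-iron replicate 2 (0.0161), up to 0.312 without high-iron replicate 7. The same list passed in high iron against low iron with array quality weights (0.0352), with EIF1AY as a covariate (0.0384), without low-iron replicate 7 (0.0152) and without high-iron replicate 2 (0.0161), up to 0.197 without high-iron replicate 8. The cell division list passed without control replicate 6 in both comparisons against control (0.0147 and 0.0168), up to 0.724 without low-iron replicate 7 and 0.905 without high-iron replicate 2. Nor were hypoxia-induced genes called in the comparisons with the high-iron group (0.156 and 0.188). Their median log2 fold change against control was 0.27 with high iron (19 of 25 higher) and 0.22 with low iron (23 of 25 higher). The call in low iron alone therefore does not set low iron apart from high iron. The B cell and immunoglobulin list was lower in low iron against control (median -0.38, 3 of 14 higher, adjusted p = 0.000787).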
